# Neutrophil *Myo5c* gene downregulation is associated with postoperative organ dysfunction following pediatric cardiac surgery with cardiopulmonary bypass

**DOI:** 10.3389/fcvm.2025.1380606

**Published:** 2025-05-27

**Authors:** Wiriya Maisat, Sumiti Sandhu, Samuel Kim, Hanna Van Pelt, Sek Won Kong, Juan Ibla, Koichi Yuki

**Keywords:** congenital heart disease, cardiopulmonary bypass, organ injury, *myo5c*, neutrophil extracellular traps

## Abstract

**Introduction:**

Pediatric cardiac surgery with cardiopulmonary bypass (CPB) carries substantial risks of postoperative organ dysfunction and mortality, making the identification of biomarkers for postoperative organ dysfunction crucial for enhancing patient outcomes. As neutrophils play a major role in the perioperative setting and act as double-edge swords to the host, we examined neutrophil transcriptomic profiles in pediatric patients undergoing cardiac surgery with CPB.

**Methods:**

We enrolled into this study from May 31, 2022, to February 22, 2023.

**Results:**

32% developed postoperative complications, mainly in the respiratory and cardiovascular systems. Patients in the complication group showed higher PELOD-2 scores on postoperative day 2. These patients experienced longer duration of mechanical ventilation and extended ICU and hospital stays. RNA sequencing of neutrophils revealed significant changes in gene expression after CPB, with the *myo5c* gene emerging as a key downregulated transcript. Its expression was inversely correlated with PELOD-2 score, IL-6 levels, and markers of neutrophil and platelet activation. Furthermore, *myo5c*-knockout HL60 cells exhibited enhanced neutrophil extracellular traps (NETs) formation upon stimulation, supporting a potential regulatory role for *myo5c* in neutrophil activation and systemic inflammation.

**Discussion:**

While *myo5c* was not an independent predictor of complications, its expression was consistently associated with clinical severity, suggesting it may serve as a useful biomarker for early risk stratification of postoperative complications in this vulnerable pediatric population.

## Introduction

Cardiac surgery for patients with congenital heart diseases (CHDs) is notably at high-risk of organ injury and mortality. Particularly neonates and infants undergoing cardiac surgery remain associated with the highest morbidity and mortality due to organ injury/failure (in-hospital mortality of 6.9%) (1, 2). In our previous investigation, neonates/infants had the highest rate (17.1%) of thrombosis and multiple organ dysfunction with the mortality rate of 4.3% (3). Identifying predictive markers for postoperative outcomes and developing intervention strategies is crucial for improving patient care.

Neutrophils, as first-line immune responders, are responsible for both microbial clearance and facilitating tissue repair (4). Thus, they are highly activated in the perioperative setting. While this activation is essential for immune defense, it can also paradoxically contribute to organ injury (5). Neutrophil extracellular traps (NETs), one of the strategies for neutrophils to eradicate pathogens (6), can contribute to microvascular thrombosis and organ injury (7, 8), complicating the postoperative recovery process.

This study focused on neutrophil transcriptomic profiles in pediatric patients undergoing cardiac surgery with cardiopulmonary bypass (CPB). The aim was to determine specific genetic markers that could serve as indicators of postoperative organ injury. The ultimate goal was to enhance postoperative management in pediatric cardiac surgery, mitigate the risk of organ injury, and improve overall patient outcomes.

## Method

### Study design

This prospective cohort study was conducted at a quaternary academic pediatric medical center. The study was approved by the Institutional Review Board of Boston Children's Hospital (Protocol number IRB-P00033314, approval date 02/18/2020). Written informed consent for participation was obtained from a parent or legal guardian.

### Patient selection and perioperative course

All patients scheduled for CHD with CPB at our center were considered for inclusion. We excluded patients who had active infections, were on chronic steroid therapy, had immunodeficiencies, HIV, or a history of malignancy. The study period spanned from May 31, 2022, to February 22, 2023. Included patients received general anesthesia with endotracheal intubation and had arterial and central venous lines placed. Following surgical dissection, they were heparinized and cannulated for CPB. The CPB circuit was primed with red blood cells (RBC) and fresh frozen plasma (FFP) to maintain a hematocrit level above 30%, following our institutional protocol. RBC priming was selectively applied to patients with anticipated hemodilution risk, particularly those under 10 kg. All transfused RBC units were pre-storage leukocyte-depleted and used within 7 days of collection to minimize storage-related inflammatory activation. Circulatory arrest, regional perfusion, temperature management, and modified ultrafiltration (MUF) were used as needed. Platelet and cryoprecipitate were administered for non-surgical microvascular bleeding. Typically, neonates and infants did not receive FFP post-CPB in our institution. At the conclusion of surgery, patients were either extubated or remained intubated based on the anesthesiologist's decision and transferred to the ICU for further care.

### Data collection

For the analysis of clinical data, we extracted a comprehensive range of data from electronic medical records. This included demographic details, comorbidities, diagnoses, surgical procedures, laboratory results, specifics of CPB, and details of postoperative complications. Additionally, data on mechanical ventilatory support, vital signs, and the duration of ICU and hospital stays were collected. It has been increasingly recognized that morbidity and mortality in the ICU are due to multiple organ failure (9). Frequently used methods to assess pediatric severity of illness in the pediatric ICUs include the Pediatric Logistic Organ Dysfunction score (PELOD), the Pediatric Risk of Mortality score (PRISM III), and the Pediatric Index of Mortality score (PIM2) (10–13). The comparison of the three scoring systems for mortality prediction demonstrated that the receiver operating characteristic curve (ROC) was 0.98 for PELOD (12), 0.900 for PIM-2 (11) and 0.82 for PRISM3 (9). In addition, PELOD has been used widely in pediatric CHD population (14). Accordingly, we used PELOD in this study to score organ function. PELOD-2 score was manually calculated as previously described (15). We also utilized the Society of Thoracic Surgeons—European Association for Cardio-Thoracic Surgery Congenital Heart Surgery Mortality Categories (STAT Mortality Categories) to examine the risk of morbidity associated with surgical procedures. Postoperative complication was defined as organ dysfunction/injury or thrombosis. We adopted the criteria for organ dysfunction as previously described in pediatric critical illness (16) along with PELOD-2 as described above. Thrombosis was defined as the presence of any vascular thrombosis detected using ultrasound diagnostic imaging.

### Blood sample collection

Blood samples were drawn from patients via existing central venous catheters at two distinct time points: (1) immediately after the induction of anesthesia, serving as the baseline, and (2) upon admission to the ICU. The volume of blood collected at each time point adhered to the guidelines specified in the “Protection of Human Subjects” document, totaling 1.8 ml for both collections (900 µl each). After sample collection, blood was immediately transported to the laboratory for assays. For each time point, 100 µl was used for flow cytometry analysis, and 800 µl was subjected to plasma and neutrophil purification. Flow cytometry analysis and RNA sequencing experiment methods are included in Supplementary document.

### Inflammatory cytokine measurement

Plasma cytokine levels, including TNF-α, IL-1β, IL-2, IL-4, IL-6, IL-8, IL-10, IL-12p70, and IL-13, were measured using V-plex proinflammatory panel 1 human kit (Meso Scale Discovery; Gaithersburg, Maryland), in accordance with the manufacturer's protocol.

### Statistical analysis

For the analysis of clinical data, we utilized IBM SPSS Statistics, Version 30.0 (IBM Corp., NY, USA). Categorical variables were presented as numbers and percentages, while continuous variables were summarized as means and standard deviations for normally distributed variables, or medians and interquartile ranges for skewed distributions. The normality of variables was assessed using the Shapiro–Wilk test. Categorical variables were compared using chi-square test, Fisher exact test, or Kruskal–Wallis test as appropriate. Continuous variables were analyzed using Student's *t* test or Mann–Whitney *U* test, depending on their distribution. Logistic regression models were constructed to assess whether the association between *myo5c* expression (at baseline or ICU admission) and postoperative complications was confounded by clinical variables. Variables with a *p*-value <0.05 in univariable analysis were included in the models as potential confounders. For correlation analysis, Pearson or Spearman correlation coefficient was determined based on the normality of the data. Laboratory data were analyzed as outlined in the corresponding figure legends. Statistical significance was set at *p* value < 0.05. All statistical analyses were performed using Prism 10 software (GraphPad Software, La Jolla, CA, USA).

## Results

### Pediatric patients undergoing cardiac surgery demonstrated a high incidence of postoperative complications

We enrolled 50 patients undergoing congenital cardiac surgery with CPB between May 31, 2022–February 22, 2023. Table 1 presents the demographic data and baseline characteristics of the patient cohort. Median age was 5.8 months with 42% being male.

**Table 1:** Demographic and clinical characteristics of all patients.

Covariates	All patients
	(*n* = 50)
Gender: male	21 (42.0)
Age (mo)	5.8 (1.3,24.2)
Body weight (kg)	6.9 (3.9,12.1)
ASA classification	
3	10 (20.0)
4	40 (80.0)
Diagnosis	
Septal defect	4 (8.0)
IAA/aortic arch hypoplasia	8 (16.)
TOF	2 (4.0)
PA/PS	2 (4.0)
Aortic valvular disease	4 (8.0)
Complete AVSD	3 (6.0)
DORV	3 (6.0)
HLHS	5 (10.0)
Single ventricle, other	3 (6.0)
Mitral valvular disease	2 (4.0)
PVS	3 (6.0)
TGA	3 (6.0)
Conduit failure	2 (4.0)
Coarctation of aorta	1 (2.0)
CcTGA	2 (4.0)
Other	3 (6.0)
Associated disease	
Down syndrome	3 (6.0)
Cerebrovascular disease	4 (8.0)
Tracheo/broncho/laryngomalacia	3 (6.0)
Lung hypoplasia	2 (4.0)
DiGeorge syndrome	1 (2.0)
Heterotaxy syndrome	2 (4.0)
Other	2 (4.0)
STAT mortality category	
1	13 (26.0)
2	18 (36.0)
3	8 (16.0)
4	8 (16.0)
5	3 (6.0)

In the table, data is presented as median (interquartile range), or number (percentage). The abbreviations in the Table are as follow.

AVSD, atrioventricular septal defect; ccTGA, congenitally corrected transposition of the great arteries; CPB, cardiopulmonary bypass; DORV, double outlet right ventricle; HLHS, hypoplastic left heart syndrome; IAA, interrupted aortic arch; MUF, modified ultrafiltration; PA, pulmonary atresia; PS, pulmonary stenosis; PVS, pulmonary venous stenosis; RBC, red blood cells; STAT, society of thoracic surgeons-European association for cardio-thoracic surgery congenital heart surgery mortality categories; TGA, transposition of the great arteries; TOF, tetralogy of fallot.

Among these patients, 16 individuals (32%) developed postoperative complications (Table 2). These complications were predominantly respiratory (*n* = 10, 20%) and cardiovascular in nature (*n* = 9, 18%). Notably, eight patients (16%) exhibited multi-system involvement, indicating the complexity of these complications. A significantly higher proportion of patients with complications were in STAT mortality category ≥3 (62.5% vs. 26.5%, *p* = 0.027). RBC transfusion during CPB were administered to 37.5% of patients in the complication group (6 of 16) and 29.4% in the non-complication group (10 of 34) (*p* = 0.57). Postoperative lactate levels tended to be higher in patients with complications (4.1 vs. 2.8), with the difference approaching statistical significance (*p* = 0.055) (Table 2). Additionally, patients with complications had remarkably longer periods of mechanical ventilation (71.0 h vs. 28.0 h, *p* = 0.013), extended ICU stays (166.0 h vs. 72.0 h, *p* < 0.0001), and prolonged hospital stays (14.9 days vs. 8.9 days, *p* = 0.01). These patients exhibited higher PEdiatric Logistic Organ Dysfunction-2 (PELOD-2) scores on postoperative day 2 (4.5 vs. 2.0, *p* < 0.001), indicating a greater overall severity of organ dysfunction (Table 3).

**Table 2:** The comparison of demographic and perioperative characteristics between patients with and without complications.

Covariates	All patients	Complication	No complication	*P* value
	(*n* = 50)	(*n* = 16)	(*n* = 34)	
Age (mo)	5.8 (1.3, 24.2)	4.0 (1.4, 16.4)	5.8 (0.8, 28.4)	0.64
STAT mortality category ≥3	19 (38.0)	10 (62.5)	9 (26.5)	0.027*
ASA classification				
3	10 (20.0)	2 (12.5)	8 (23.5)	0.47
4	40 (80.0)	14 (87.5)	26 (76.5)	
Preoperative mechanical ventilation	13 (26.0)	3 (18.8)	10 (29.4)	0.51
Operative time (min)	356.0 (309.5, 461.0)	386.0 (320.5, 531.0)	353.0 (311.3, 453.8)	0.16
CPB time (min)	170.0 (134.0, 252.5)	235.0 (143.0, 292.0)	170.5 (143.5, 232.3)	0.18
Aortic cross-clamp time (min)	117.0 (82.5, 161.5)	119.0 (72.5, 185.5)	116.5 (85.5, 156.3)	0.84
Circulatory arrest use	11 (22.0)	6 (37.5)	5 (14.7)	0.052
Regional perfusion	12 (24.0)	4 (25.0)	8 (23.5)	0.33
MUF	36 (72.0)	24 (70.6)	12 (75.0)	0.29
RBC transfusion during CPB (no. of patient)	16 (32.0)	6 (37.5)	10 (29.4)	0.57
RBC transfusion during CPB (ml/kg)	0 (0, 8.2)	0 (0, 21.8)	0 (0, 8.2)	0.62
Postoperative RBC transfusion (no. of patient)	18 (36.0)	7 (43.8)	11 (32.4)	0.43
Postoperative RBC transfusion (ml/kg)	0 (0, 120)	0 (0, 15.4)	0 (0, 14.3)	0.55
Postoperative lactate	2.4 (1.8, 4.1)	4.1 (3.0, 6.3)	2.8 (2.3, 3.6)	0.055

In the table, data is presented as median (interquartile range) for continuous variable, or number (percentage) for categorical variable. For continuous variable, statistical analysis was performed using Mann–Whitney *U* test. For categorical variable, chi-square test was used.

The abbreviations in the table are as follow.

CPB, cardiopulmonary bypass; MUF, modified ultrafiltration; RBC, red blood cells; STAT, society of thoracic surgeons-European association for cardio-thoracic surgery congenital heart surgery mortality categories.

* *P* < 0.05 was considered significant.

**Table 3:** The profile of postoperative outcomes after pediatric cardiac surgery.

Covariates	All patients	Complication	No complication	*P* value
	(*n* = 50)	(*n* = 16)	(*n* = 34)	
Duration of mechanical ventilation (h)	44.4 (20.7, 74.8)	71.0 (27.5, 187.3)	28.0 (20.4, 68.7)	0.013
ICU stay (h)	93.5 (48.0, 162.3)	166.0 (92.0, 323.0)	72.0 (44.8, 127.5)	<0.0001*
Hospital stay (d)	9.9 (8.0, 19.0)	14.9 (11.9, 32.8)	8.9 (6.0, 12.0)	0.001*
Number of complication				
≥2	8 (16.0)	-	-	-
1	8 (16.0)			
0	34 (68.0)			
Type of complication				
Respiratory dysfunction	10 (20.0)	-	-	-
Cardiovascular dysfunction	9 (18.0)			
Neurologic dysfunction	3 (6.0)			
Coagulopathy	3 (6.0)			
Renal dysfunction	0 (0)			
Hepatic dysfunction	0 (0)			
Thrombosis	2 (4.0)			
PELOD-2 score				
Postoperative day 1	5 (5, 5)	3.5 (3.0, 5.0)	5.0 (5.0, 5.0)	0.001*
Postoperative day 2	2 (2, 3)	4.5 (3.0, 5.8)	2.0 (2.0, 2.0)	<0001*
In-hospital death	1 (2.0)	1 (6.3)	0 (0)	-

In the table, data is presented as median (interquartile range) for continuous variable, or number (percentage) for categorical variable. For continuous variable, statistical analysis was performed using Mann–Whitney *U* test. For categorical variable, chi-square test was used.

The abbreviations used in the table are as follow.

ICU, intensive care unit; PELOD-2, pediatric logistic organ dysfunction-2.

* *P* < 0.05 was considered significant.

### RNA sequencing analysis demonstrated inflammatory responses and cellular stress in neutrophils in the early postoperative period following congenital cardiac surgery with CPB

Neutrophils are the first responders to inflammation/ stress during the perioperative phase, exhibiting an increase in numbers and activation in response to surgical triggers and associated inflammatory stimuli. Given this physiological response, we posited that variations in neutrophil RNA transcription might distinguish patients with postoperative complications from those without. To test this hypothesis, we performed RNA sequencing (RNA-seq) analysis of neutrophils, both at baseline and upon admission to the ICU.

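Neutrophil libraries from 5 patients, each with a library at baseline and a library at ICU admission, were analysed here. Which of these patients had complications, and their PELOD-2 scores, were not known for this comparison. The neutrophil layer of a Polymorphprep density gradient had been collected, and the authors aligned the reads to GRCh38 and counted them on Ensembl genes. The values were whole read counts with no normalization. Between 13668606 and 21817545 reads per library were counted on genes, with a median of 17339445 at baseline and 17857438 at ICU admission. The total count was lower at ICU admission in 2 of the 5 patients. Counts were normalized by edgeR's TMM method, and genes with low counts were removed by edgeR's filterByExpr, which left 13414 genes. Each gene was tested by edgeR's quasi-likelihood test with the patient as a block, and p values were adjusted by the Benjamini-Hochberg method. Values per library are given as TMM normalized CPM, the count scaled to the library size. With 5 pairs, an exact sign-flip permutation test has 32 outcomes, so its smallest two-sided p is 0.0625. Intervals on counts cover counting error only.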

In our RNA-seq analysis, we utilized the Uniform Manifold Approximation and Projection (UMAP) technique to visualize the complex gene expression data in high dimensions. The resulting UMAP plot (Figure 1A) distinctly delineated clusters between the baseline and ICU admission time points, indicating significant alterations in RNA expression patterns attributed to the cardiac surgery and CPB procedure.

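The separation of the time points was measured on the 500 most variable of the tested genes. The distance between the centroids of the baseline and the ICU admission libraries was 44.8 in log2 CPM. Swapping the time points within patients gave a median distance of 27.3, so that the real distance was 1.64 times as large. Of the 32 possible swaps, 2 gave a distance as large, the real one and its mirror (one-sided exact permutation test, p = 0.0625, the smallest that 5 pairs allow). With all tested genes in place of the most variable ones, the ratio was 1.39. The first principal component held 30.8% of the variance and was higher at ICU admission in 5 of 5 patients, by 10.6 to 78.1. The baseline library of patient 1 lay among the ICU admission libraries on this component, and the ICU admission libraries of patients 2 and 4 lay below that baseline library.

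**Figure D1:**
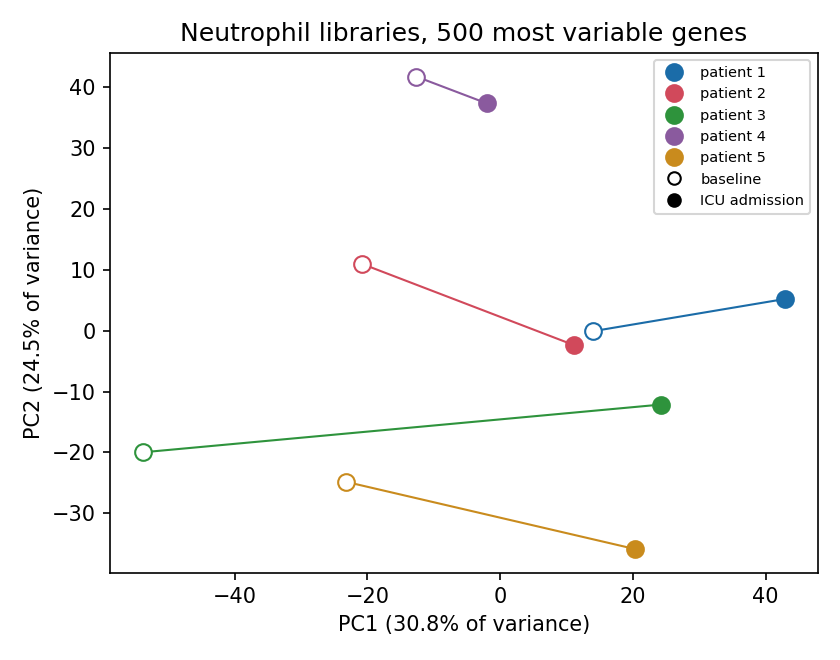
First and second principal components of log2 CPM over the 500 most variable genes, with the percent of variance on each axis. Open circles are baseline libraries, filled circles are ICU admission libraries and a line joins the libraries of a patient. All 5 lines run to higher values of the first component.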

**Figure 1:**
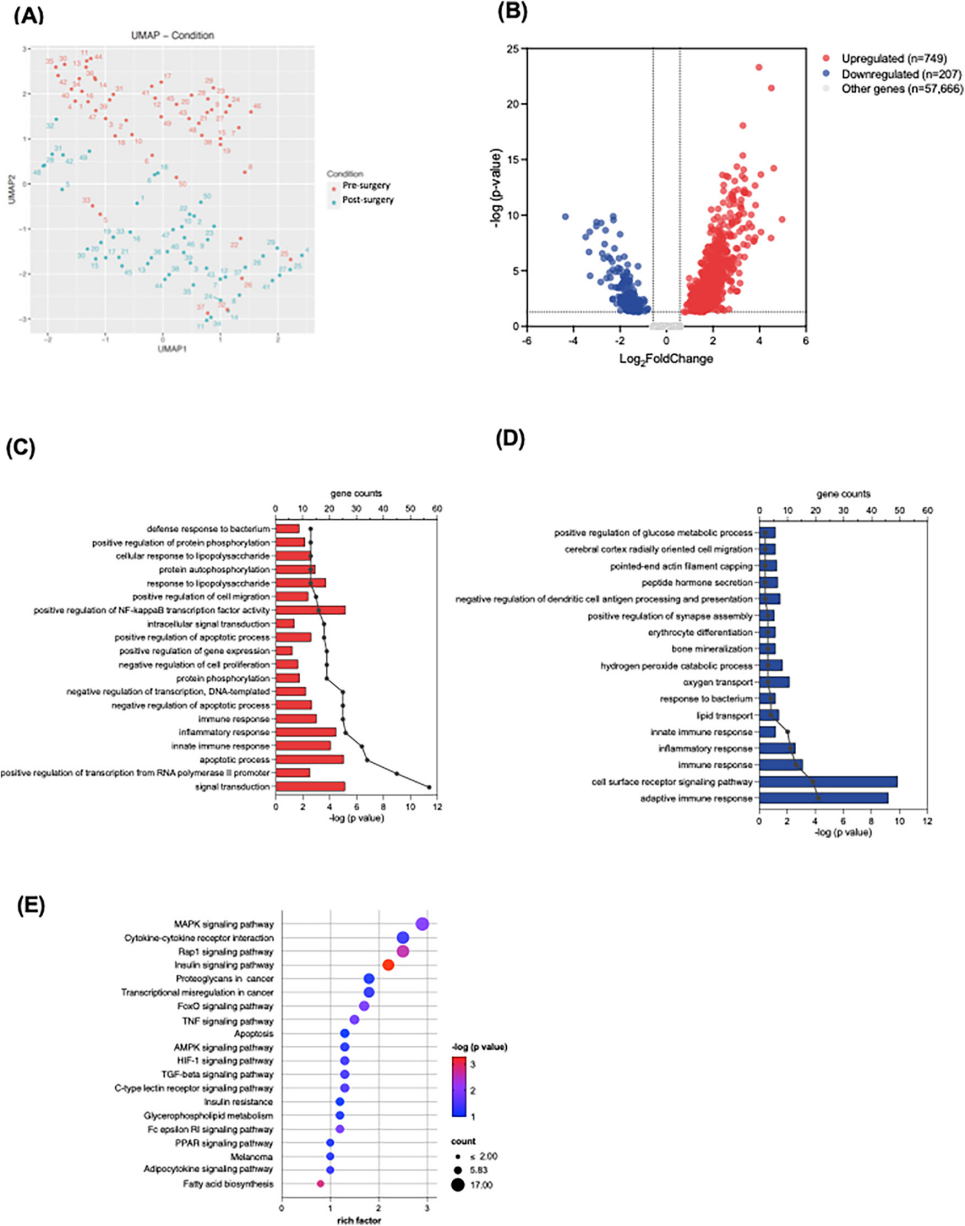
RNA sequencing analysis of neutrophils at baseline and upon ICU admission. **(A)** UMAP plot demonstrates clusters between the baseline (blue) and ICU admission (red) time points. **(B)** The volcano plot shows upregulated and downregulated genes; the dotted line represents the threshold of differential gene screening criteria. **(C,D)** Gene ontology (GO) of biological process enrichment analysis of top 20 significantly upregulated **(C)** and downregulated **(D)** differentially expressed genes (DEGs). Bar plots represent –log (adjusted *p* value) calculated using the Benjamini-Hochberg correction. Line and dotted plots represent gene counts for the corresponding GO terms. **(E)** KEGG pathway enrichment analysis of upregulated DEGs. Rich factor refers to the ratio of the number of DEGs to the number of total annotated genes in the pathway. The point color represents –log (adjusted *p* value) using the Benjamini-Hochberg correction, and the point size represents the number of DEG mapped to the reference pathway.

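At least 1 read was counted on 42362 Ensembl genes in at least 1 of the 10 libraries, which is 73.7% of the genes listed in the count files, and 12926 had a read in every library. A minimum of 10 counts in every library was met by 9074 genes.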

The bulk RNA-seq analysis identified a total of 58,622 transcripts. We used criteria of an absolute log_2_ fold change >0.58 and a statistically significant adjusted *p*-value < 0.05 to determine DEGs at ICU admission compared to baseline. 

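Of the 13414 genes tested, 399 passed an adjusted p of 0.05 and an absolute log2 fold change of 0.58 at ICU admission against baseline. There were 334 upregulated and 65 downregulated DEGs. Of the upregulated DEGs, 333 rose in all 5 patients, and all 65 downregulated DEGs fell in all 5 patients. Among all tested genes, 18.9% moved the same way in all 5 patients, against the 6.25% that chance gives. The fold change threshold removed no gene, since the smallest change among upregulated DEGs was 1.12 on the log2 scale. Under the Bonferroni correction in place of Benjamini-Hochberg, 8 genes passed. Without patient 2 the number of DEGs was 35, and without patient 5 it was 67. The largest increase was that of ZBTB16 (ENSG00000109906, chromosome 11 from 114059593 to 114250676), from 5.16 ± 6.91 CPM at baseline to 438 ± 215 CPM at ICU admission (SD, n = 5 patients), a log2 fold change of 7.52 (standard error 1.48, adjusted p = 0.026 from edgeR). ZBTB16 passed in 2 of the 5 fits that each left out a patient, with adjusted p values up to 0.14. CD163 (ENSG00000177575, chromosome 12 from 7470813 to 7503893) rose from 7.36 ± 7.43 to 466 ± 150 CPM (SD, n = 5), a log2 fold change of 6.55 with an adjusted p of 0.00423 from edgeR. The log2 fold changes of CD177, CD163L1 and ALOX15B were 5.97, 5.71 and 5.31. CD163L1, on chromosome 12 from 7346685 to 7479897, overlaps CD163 on the same strand, so reads of CD163 may be counted on it. It had at most 12 counts in a baseline library and from 8 to 429 at ICU admission. The reads of CD177 can be shared with a pseudogene that resembles it. The largest decrease was that of TPPP3 (ENSG00000159713, chromosome 16 from 67389809 to 67393535), from 3.71 ± 2.20 to 0.164 ± 0.249 CPM (SD, n = 5), a log2 fold change of -4.92 with a standard error of 0.886 and an adjusted p of 0.0185 from edgeR, and passed in 2 of those 5 fits. SIGLEC8, ALOX15, SMPD3 and CLC had log2 fold changes of -4.41, -4.09, -3.95 and -3.74. All of these are on the eosinophil lists of the closing section, written after the DEGs had been seen. Fewer eosinophils in the collected layer may explain part of their decrease, which need not be a change in neutrophils. AGAP7P, a pseudogene whose reads can come from related genes, had a log2 fold change of -3.70.

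**Figure D2:**
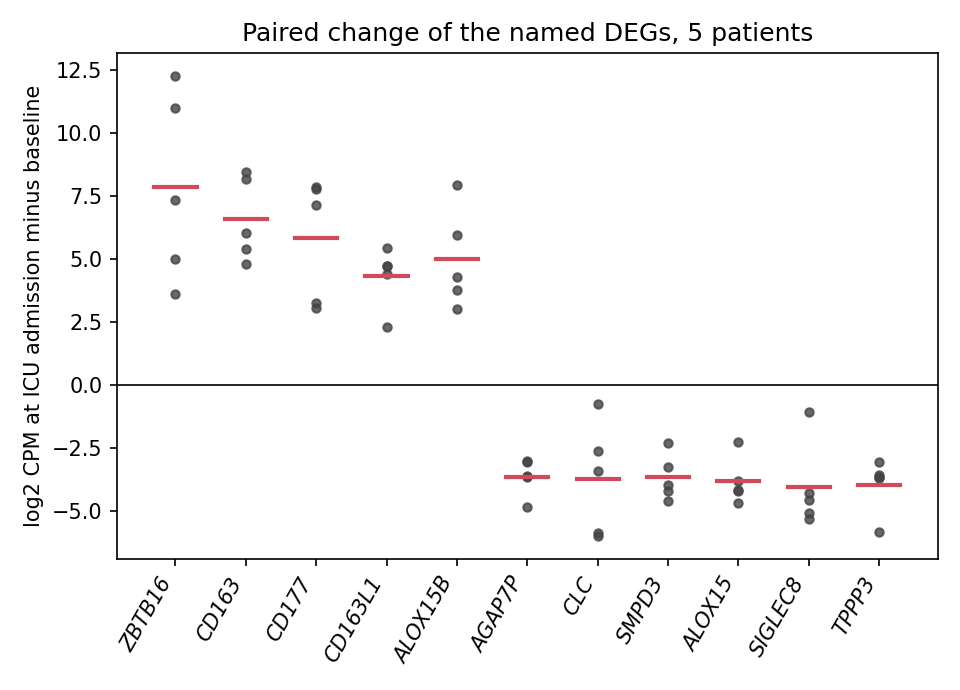
Change in log2 CPM from baseline to ICU admission for 5 of the 6 DEGs with the largest increase and the 6 with the largest decrease, with a mean of at least 1 CPM. Each dot is a patient and each bar is the mean of 5 patients. All 5 dots of a gene lie on the same side of 0.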

The volcano plot illustrated the 749 upregulated and 207 downregulated DEGs (Figure 1B). Further exploration on these DEGs included GO enrichment analysis, primarily focusing on GO Biological Processes (GO-BP). 

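The terms of Fig. 1C were followed with gene lists written by hand before the data were examined, which stand in for the GO terms. Each list was tested with limma's camera at a preset inter-gene correlation of 0.01, with adjustment over the lists. Of the 60 tested genes on the innate and inflammatory response list, 48 were higher at ICU admission, and the median log2 fold change was 1.20 (camera adjusted p = 7.79e-13). The median was higher in 5 of 5 patients. On this list 13 genes were upregulated DEGs and 34 passed when adjusted over the list alone. IL18R1 rose from 36.0 ± 15.3 to 640 ± 230 CPM (SD, n = 5), a log2 fold change of 4.15, and CLEC4D had a log2 fold change of 3.90. On this list 12 genes were lower, and none was a downregulated DEG. Among them CCL3, CCL4, CXCL8 and TNF, named after their values were seen, had log2 fold changes of -2.28, -1.95, -1.80 and -1.63. CSF3R and S100A8, the most abundant genes on the list by mean log2 CPM, the scale used for each list, had log2 fold changes of 0.32 and 1.37 and were not DEGs. The apoptosis list had a median log2 fold change of 0.24 over 47 genes (camera adjusted p = 0.125), higher in 3 of 5 patients, and 5 genes passed when adjusted over the list alone. Without patient 5 its adjusted p was 0.0418. BNIP3L and TNFRSF10C, its most abundant genes on that scale, had log2 fold changes of -0.47 and 0.66 and were not DEGs. GADD45A and GADD45B were its upregulated DEGs, with log2 fold changes of 2.04 and 1.97. PMAIP1, named after its values were seen, was its downregulated DEG, with a log2 fold change of -1.86 (edgeR adjusted p = 0.0137) and a decrease in 5 of 5 patients. The NF-κB regulation list had a median of 0.09 over 44 genes (camera adjusted p = 0.374), higher in 3 of 5 patients, with 5 genes past the threshold when adjusted over the list alone. Without patient 3 its median was -0.001. NFKBIA and MYD88, its most abundant genes on that scale, were at 1.23 and 0.37 on the log2 scale and were not DEGs. Its DEGs with the largest changes were IRAK3 at 2.79 and BCL3 at 1.98 on the log2 scale. Against random lists matched on expression, the medians of the innate, apoptosis and NF-κB lists lay above 100%, 87.2% and 72.4%. The call on the innate and inflammatory response list did not hold under fry (adjusted p = 0.0637) or under an estimated inter-gene correlation (adjusted p = 0.422).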

Within the top 20 enriched GO-BP terms associated with upregulated DEGs, we observed notable enrichment in various inflammatory processes, such as apoptotic processes, innate immune responses, and the regulation of nuclear factor-kappa B (NFκB) transcription factor activity (Figure 1C). Conversely, the adaptive immune response appeared to be downregulated in the early postoperative period (Figure 1D). 

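The adaptive immune response list had a median log2 fold change of -1.09 over 51 tested genes, of which 49 were lower at ICU admission (camera adjusted p = 2.43e-11). No gene on the list was a DEG, none passed when adjusted over the list alone, and 5 had an unadjusted p under 0.05. The call did not hold under fry, with an adjusted p of 0.236. The median change was lower in 4 of 5 patients and ranged from -3.96 in patient 3 to 1.49 in patient 4. Without patient 3 the median log2 fold change of the list was -0.39. CD74, with 629 ± 624 CPM at baseline and 298 ± 134 CPM at ICU admission (SD, n = 5), had a log2 fold change of -0.68 (edgeR adjusted p = 0.466). IL2RG had a log2 fold change of -0.15 and was 0.09 without patient 5. A list for the oxygen transport and red cell genes of Fig. 1D had a median of -0.62 over 35 genes, of which 32 were lower (camera adjusted p = 0.000221). The median was lower in 3 of 5 patients and no gene was a DEG. The medians of both lists lay below all 10000 random lists matched on expression. HBB and HBA2 had log2 fold changes of -1.01 and -1.18 (edgeR adjusted p = 0.528 and 0.418). This call did not hold under fry, with an adjusted p of 0.347, or without patient 5, with an adjusted p of 0.134.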

Our KEGG pathway analysis further demonstrated the upregulated DEGs involved several inflammatory signaling pathways and apoptosis, encompassing pathways such as mitogen-activated protein kinase (MAPK), Ras-associated protein-1 (Rap 1), hypoxia-inducible factor (HIF)-1 and tumor necrosis factor (TNF) signaling pathways (Figure 1F). These findings substantiate the presence of robust inflammatory responses in the neutrophils during the early postoperative period following congenital cardiac surgery with CPB.

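The MAPK signaling list had a median log2 fold change of 0.34 over 70 tested genes, of which 51 were higher at ICU admission (camera adjusted p = 3.87e-05), and 9 were upregulated DEGs. The HIF-1 signaling list had a median of 0.46 over 57 genes, of which 39 were higher and 4 were DEGs (camera adjusted p = 0.000351). Both calls held under fry, each with an adjusted p of 0.048, but not under an estimated inter-gene correlation, each with an adjusted p of 0.422. The median of both lists was higher in 5 of 5 patients. The TNF signaling list had a median of 0.25 over 66 genes, of which 41 were higher and 7 were DEGs (camera adjusted p = 0.0251). Its median was higher in 4 of 5 patients, and its adjusted p was 0.319 without patient 3 and 0.0932 under fry. The Rap1 signaling list had a median of 0.10 over 72 genes, of which 41 were higher and 3 were DEGs (camera adjusted p = 0.125), and was higher in 5 of 5 patients. Adjusted over the list alone, 17 MAPK, 13 HIF-1, 9 TNF and 10 Rap1 signaling genes passed. MMP9, on the TNF list, rose from 55.5 ± 21.2 to 453 ± 119 CPM (SD, n = 5), a log2 fold change of 3.10. INSR, which is on the MAPK, Rap1 and HIF-1 lists, had a log2 fold change of 3.08. MAP2K1, SIPA1L2 and PFKFB3 had log2 fold changes of 2.69, 2.92 and 2.60. The most abundant genes of the lists by mean log2 CPM were not DEGs. Their log2 fold changes were 0.39 for FOS and -0.09 for MAP2K3 (MAPK), 0.19 for ACTB and 1.11 for FPR1 (Rap1), 1.17 for GAPDH and 0.64 for ALDOA (HIF-1), and 0.62 for JUNB, which with FOS is on the TNF list. MAP2K3 and ACTB changed sign in fits that left out a patient, and FOS ranged from 0.10 to 0.59 in those fits. Against 10000 random lists matched on expression, the MAPK median lay above 99.4% and the HIF-1 median above 99.8%. The TNF median lay above 93.1%, within the central range of the random lists from -0.09 to 0.30, and the Rap1 median above 44.3%.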

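The size of the change differed between patients. On the innate and inflammatory response list the median change in log2 CPM ranged from 0.58 in patient 5 to 2.40 in patient 3. For the MAPK list it ranged from 0.35 to 0.86, for HIF-1 from 0.22 to 1.00, for Rap1 from 0.08 to 0.55 and for TNF from -0.01 to 0.78. An exact sign-flip permutation test of the 5 patient medians gave p = 0.0625 for the innate, MAPK, HIF-1 and Rap1 lists and 0.125 for the TNF list, two-sided. From the terms enriched among upregulated DEGs in Fig. 1, the paper concludes that inflammatory responses were present in neutrophils early after surgery.

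**Figure D3:**
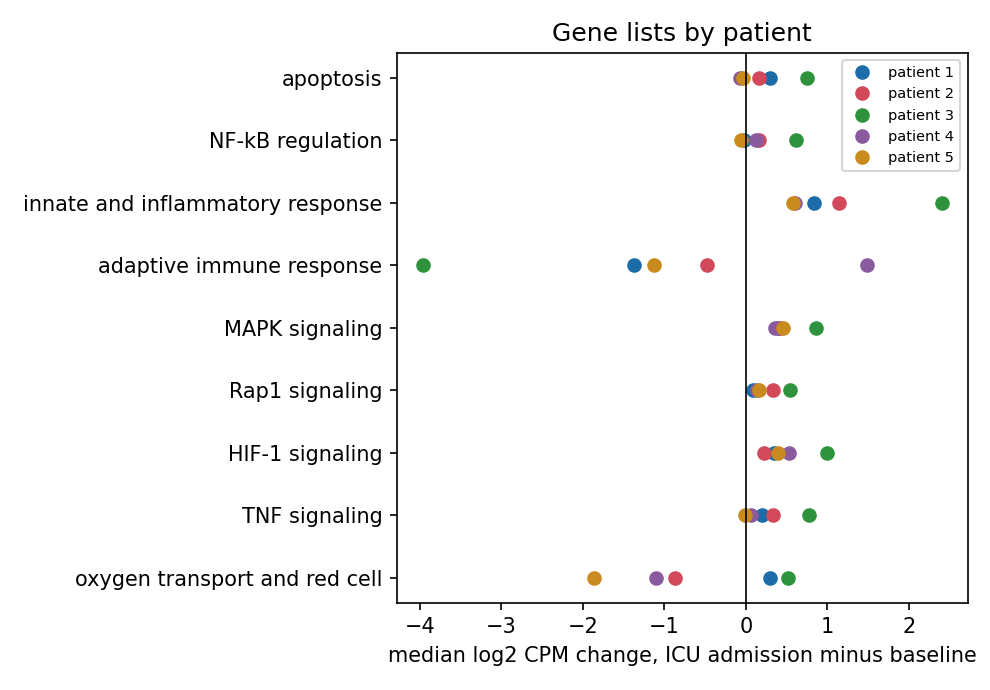
Median change in log2 CPM from baseline to ICU admission over the genes of each list, by patient. Each dot is a patient, and the vertical line marks no change. The 5 dots of the innate, MAPK, Rap1 and HIF-1 lists lie above 0, and those of the adaptive immune response list spread from -3.96 to 1.49.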

### Neutrophil myo5c gene was downregulated in patients exhibiting high PELOD-2 scores on postoperative day 2

To delineate the association between neutrophil mRNA expression and postoperative complications, we employed the PELOD-2 score as a surrogate marker for postoperative complications, capitalizing on its well-established correlation with pediatric organ dysfunction and its ability to provide a broader range for a more nuanced understanding of complications (15). Among several candidate genes identified from the RNA sequencing dataset, *myo5c* was the only transcript that consistently correlated with indicators of postoperative organ dysfunction, including PELOD-2 scores. Although the scores were assessed for both postoperative days 1 and 2, the association with *myo5c* expression was more pronounced and statistically significant on day 2, which was therefore prioritized in our analysis. Our analysis showed a notable reduction in *myo5c* expression at a PELOD-2 score on postoperative day 2 of 6, with levels also lower at a score of 7 (Figure 2A). Additionally, we demonstrated a strong negative correlation between *myo5*c expressions upon ICU admission and PELOD-2 scores on postoperative day 2 (*r* = −0.6393, *p* < 0.0001) (Figure 2B). *Myo5c* expression also negatively correlated with the ICU length of stay (*r* = −0.3030, *p* = 0.0325) (Figure 2C). The receiver operating characteristic (ROC) curve showed an acceptable discriminatory ability of *myo5c* expression upon ICU admission in relation to PELOD-2 score on postoperative day 2 (AUROC = 0.6754, 95% CI 0.56–0.79, *p* = 0.0025) (Supplementary Figure S2).

**Figure 2:**
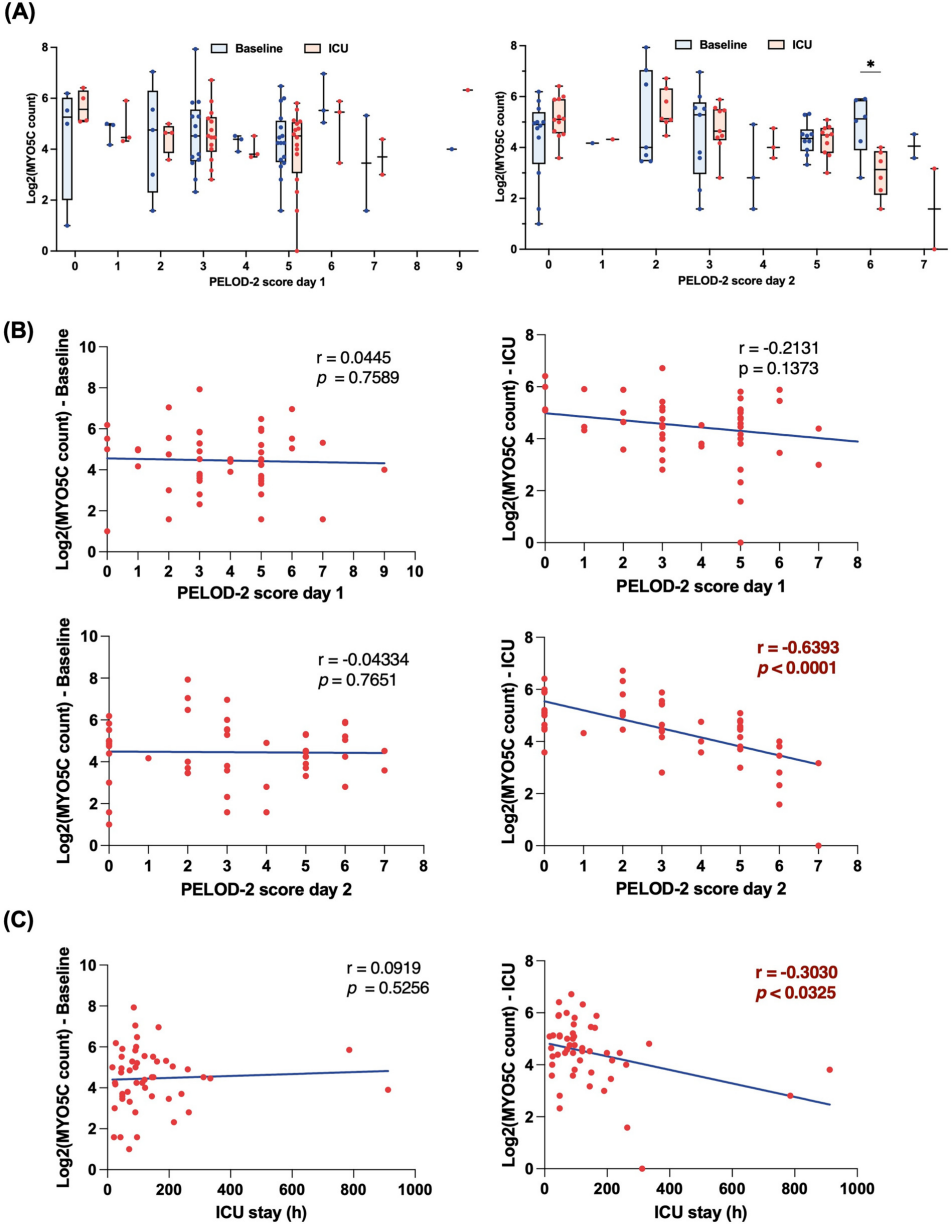
Downregulation of *myo5c* gene expression in neutrophil is associated with high PELOD-2 score on postoperative day 2. **(A)** Comparison of *myo5c* gene expression in neutrophil between baseline (blue) and upon ICU admission (red) at different PELOD-2 score on postoperative day 1 (left panel) and day 2 (right panel). Each dot indicates raw data. Data are presented as median (IQR). Statistical analysis was performed using mixed-effect model. The Bonferroni correction was applied to adjust *p*-values for multiple comparisons. **(B)** Correlation analyses between *myo5c* gene expression in neutrophil and PELOD-2 score at different time point. Statistical analysis was performed using Spearman correlation analysis between *myo5c* expression levels and PELOD-2 score. Spearman correlation analysis was used, and correlation coefficients (*r*) and corresponding *p*-values are shown. **(C)** Correlation analyses between *myo5c* gene expression in neutrophil and ICU stay (h) Statistical analysis was performed using Spearman correlation analysis between *myo5c* expression levels and ICU stay (h) Spearman correlation analysis was used, and correlation coefficients (*r*) and corresponding *p*-values are shown.

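Without a division into groups, MYO5C (ENSG00000128833, minus strand of chromosome 15 from 52192322 to 52295798 in GRCh38) had few reads in the neutrophil libraries of the 5 patients. The count per library was between 4 and 86 at baseline and between 11 and 53 at ICU admission, with a median of 17 over all libraries. The expression was 1.26 ± 1.46 CPM at baseline and 1.53 ± 0.957 CPM at ICU admission (SD, n = 5 patients). The log2 fold change was 0.71 with a standard error of 0.589 and an adjusted p of 0.578 from edgeR's quasi-likelihood test. MYO5C was higher at ICU admission in 4 of 5 patients (exact two-sided sign-flip permutation test of the log2 CPM, p = 0.125). With 5 pairs the p of this permutation test cannot fall under 0.0625, so it cannot decide whether MYO5C changed. The change in log2 CPM per patient ranged from -0.25 to 1.12. In 1 of the 5 patients the counts at the 2 time points differed by more than the counting error at this depth. Without the patient block the log2 fold change was 0.27, the alternative that moved it most. Leaving out each patient in turn gave log2 fold changes from 0.51 to 0.99. The long non-coding RNA CERNA1, on the opposite strand, covers 318 of the 10045 exon bases of MYO5C, and the strand setting of the counting is not known here. CERNA1 had at most 23 counts in a library.

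**Figure D4:**
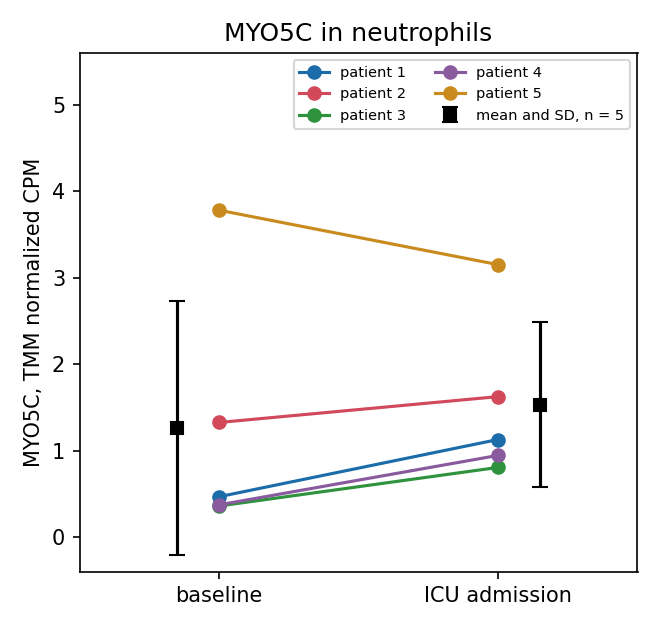
MYO5C in TMM normalized CPM at baseline and ICU admission. Each line is a patient, and squares with bars are the mean and SD of 5 patients. Patient 5 lies above the others at both time points and is the patient with a decrease.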

We further assessed whether *myo5c* expression declined after surgery by comparing baseline and ICU admission levels within each group. No significant within-group differences were found in either the complication or non-complication group (Supplementary Figure S3). Additionally, logistic regression models were constructed to assess whether the association between *myo5c* expression and postoperative complications was confounded by other clinical variables. In all models, only STAT category ≥3 emerged as a significant independent predictor of complications, while *myo5c* expression was not statistically significant (Supplementary Tables S1, S2).

In addition, we performed subgroup analyses to determine whether *myo5c* expression was influenced by lesion type or surgical complexity. Patients were stratified by cyanotic vs. acyanotic CHD, as well as by STAT mortality category. No significant differences in *myo5c* expression were observed between cyanotic and acyanotic groups at either baseline or ICU admission (Supplementary Figure S4). Similarly, no consistent trend was identified across the full range of STAT categories (1–5) (Supplementary Figure S5). In contrast, when patients were grouped by STAT mortality category <3 vs. ≥3, *myo5c* expression at ICU admission showed a downward trend in the STAT ≥3 group, though this did not reach statistical significance (Supplementary Figure S6).

However, given the limited sample size in higher STAT categories, these results are considered exploratory and require validation in larger, stratified cohort.

### Myo5C gene expression was negatively correlated with IL-6 release, neutrophil and platelet activations

To further elucidate the association between *myo5c* expression and the inflammatory response, we conducted an analysis examining the correlation of *myo5c* expression levels with various parameters, including cytokine release, neutrophil and platelet activation, as well as neutrophil and platelet counts.

Our analysis revealed a statistically significant negative correlation between *myo5c* expression and organ injury marker, IL-6 levels upon ICU admission (*r* = −0.4993, *p* = 0.0094) (Figure 3). Additionally, elevated *myo5c* expression was significantly associated with less activation of both neutrophils (at T2, m24 vs. *myo5c*, *r* = −0.4284, *p* + 0.0024) and platelets (at T2, PAC1 vs. *myo5c*, *r* = −0.4190, *p* = 0.0027) (Figure 4A). However, neutrophil and platelet counts did not exhibit a statistically significant correlation (Figure 4B). These findings supported the hypothesis that *myo5c* potentially play a substantial role in the regulation of systemic inflammatory response following CPB.

**Figure 3:**
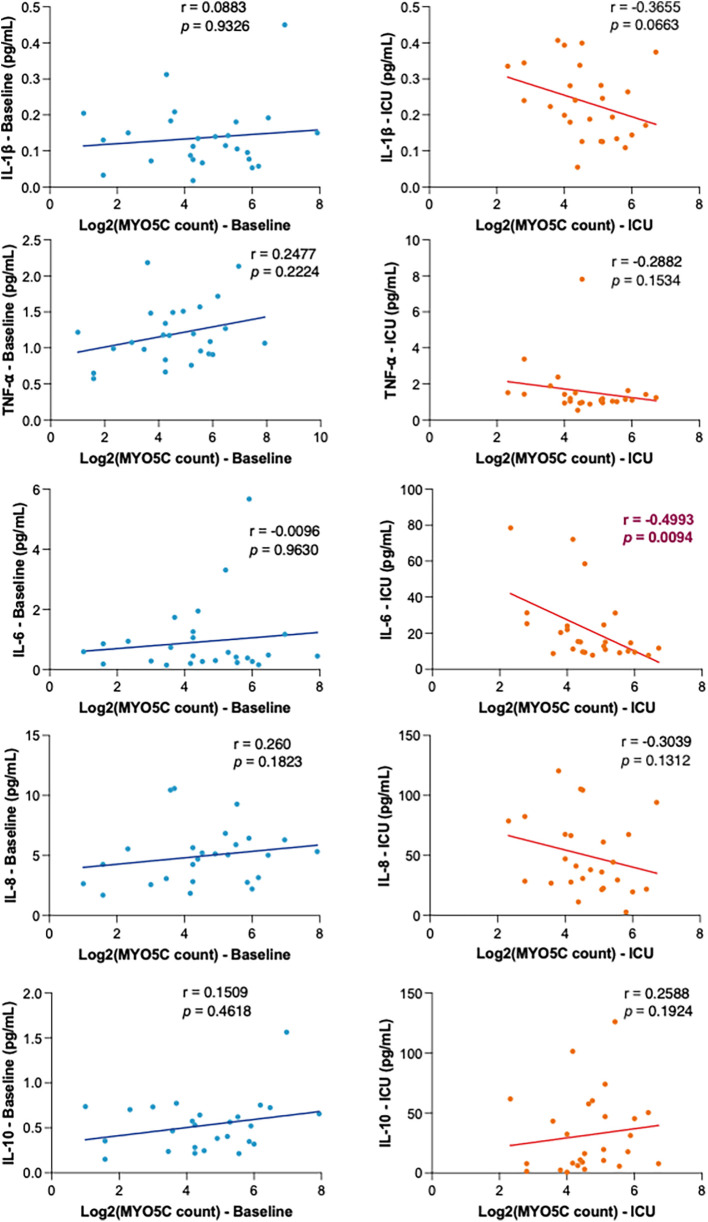
Correlation analyses of *myo5c* gene expression in inflammatory response. Correlation of *myo5c* gene expression and cytokine levels (IL-1β, TNF-α, IL-6, IL-8, and IL-10 top to bottom) at baseline (blue) and upon ICU admission (red) was determined using linear regression analysis. Spearman correlation coefficients (r) and corresponding *p*-values are shown for each marker.

**Figure 4:**
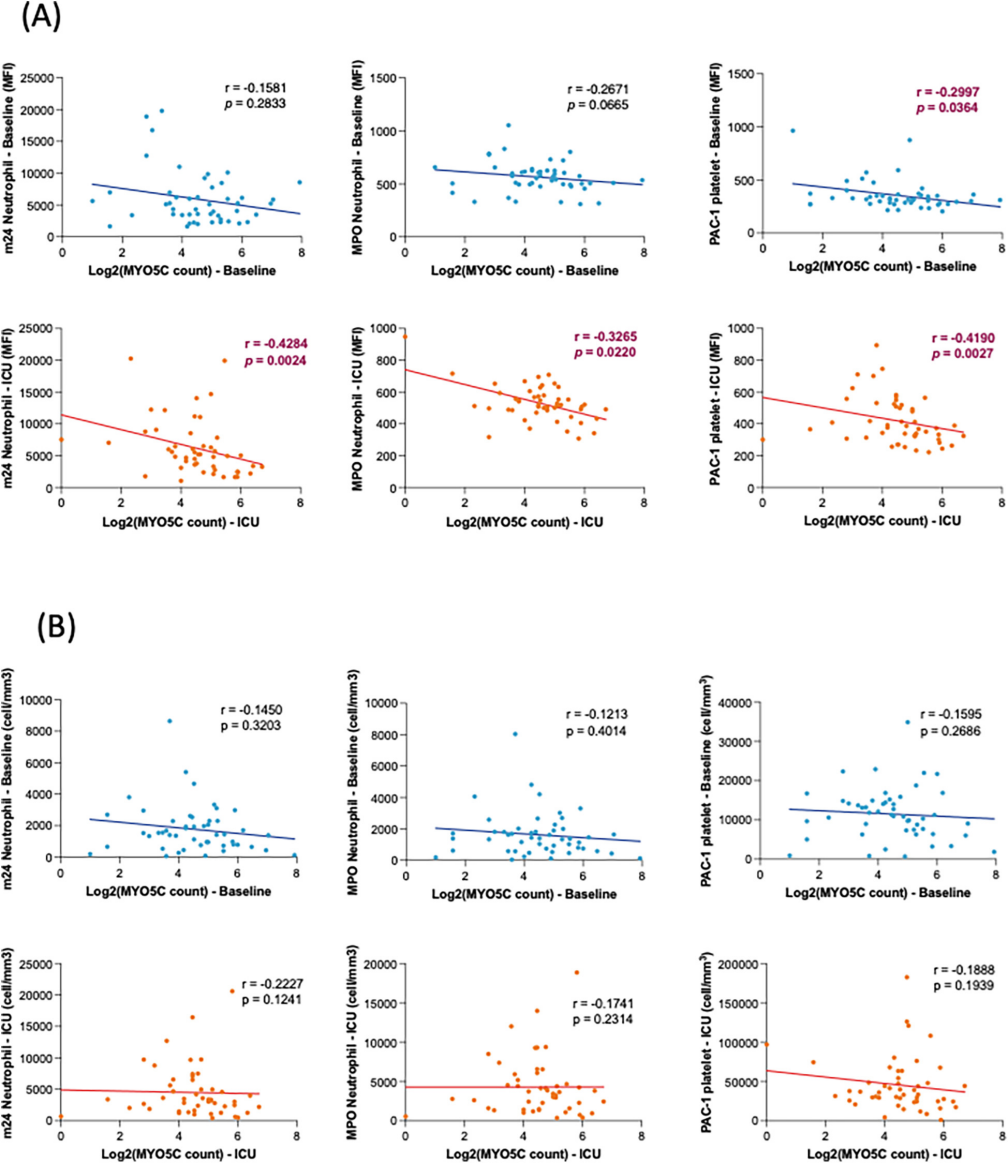
Correlation analyses of *myo5c* gene expression with neutrophil/platelet activation. **(A)** Correlation between *myo5c* gene expression and neutrophil and platelet activation at baseline (blue) and upon ICU admission (red). Neutrophil activation was assessed by m24 and MPO staining; platelet activation was measured by PAC-1 staining. Activation levels are represented as mean fluorescence intensity (MFI). **(B)** Correlation of *myo5c* gene expression and the number of activation marker-positive neutrophils (m24, MPO) and platelets (PAC-1) activation at baseline (blue) and upon ICU admission (red). Cell counts (cells/mm³) represent the number of marker-positive cells, measured by flow cytometry. **(A,B)** Spearman correlation analysis was used, and correlation coefficients (*r*) and corresponding *p*-values are shown.

### Myo5C deficiency enhanced neutrophil extracellular trap (NET) formation

The observed downregulation of the neutrophil *myo5c* gene in patients with elevated PELOD-2 scores suggested its potential involvement in postoperative complications. To determine the functional role of *myo5c*, we performed its deletion in HL60 cells using CRISPR/Cas9. Our investigation into NET formation in HL60 cells with *myo5c* knockout phenotypes revealed enhanced NET formation in the absence of *myo5c*protein following PMA stimulation (Figure 5), suggesting that *myo5c* would be a functionally important molecule. This experimental evidence supported our initial hypothesis, strengthening the association between *myo5c*, systemic inflammation, and NET formation.

**Figure 5:**
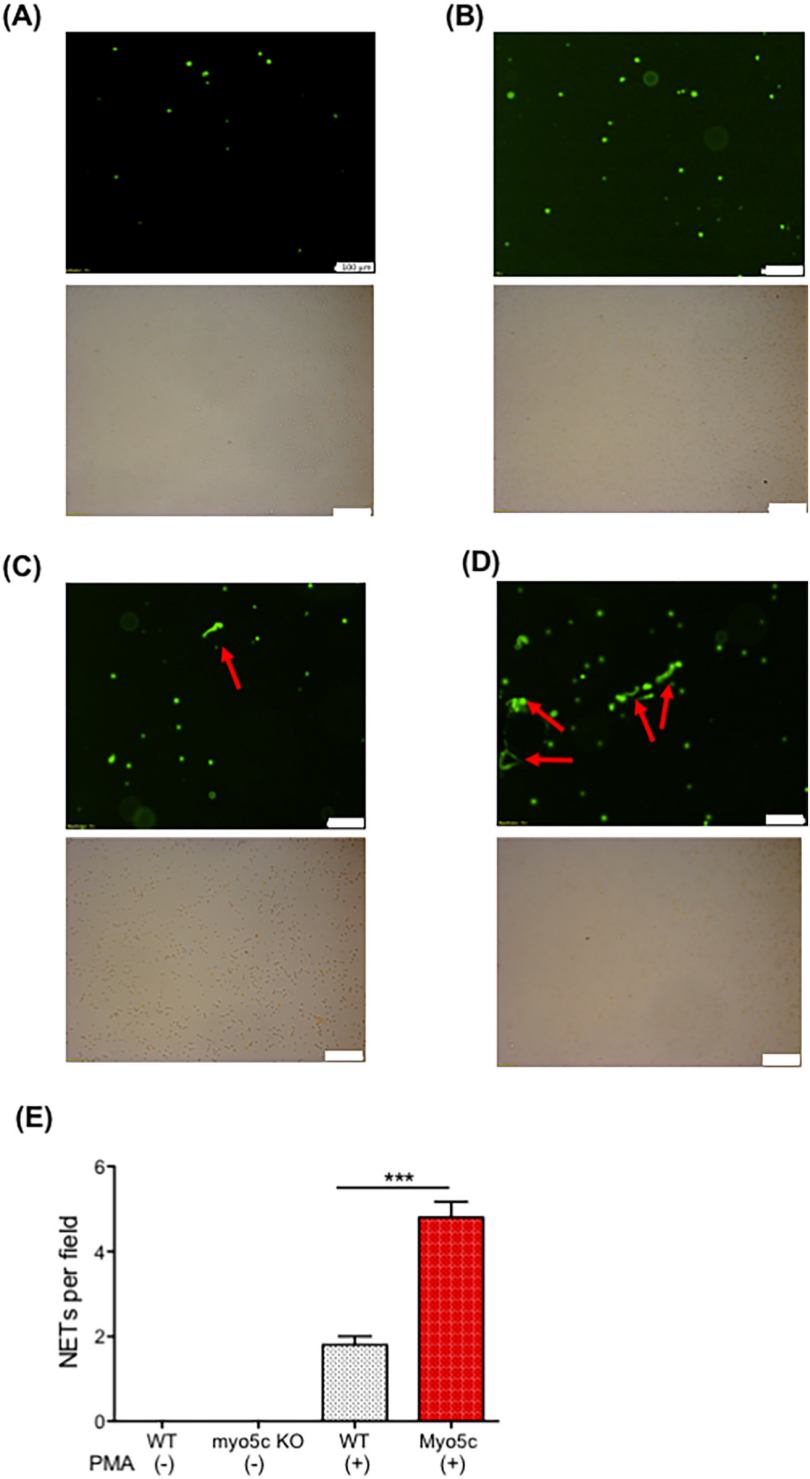
The role of *myo5c* in NETs formation. NETs formation was examined using neutrophil-differentiated HL-60 cells. Neutrophil-differentiated HL-60 cells were subjected to NETs induction by incubating with PMA for 4 h. **(A)** HL60 WT cells. **(B)** HL60 *myo5c* KO, **(C)** HL60 + PMA, **(D)** HL60 *myo5c* KO + PMA. Top image shows Sytox green image. The bottom shows bright-field image. The white bar denotes 100 µm. **(E)** The number of NETs formation per field in the five independent experiments was counted and shown. Data are representative of the two independent experiments. One-way ANOVA was performed. *** *p* < 0.001.

## Discussion

Our study identifies a potential role for *myo5c* in modulating neutrophil activation and inflammation in pediatric patients undergoing cardiac surgery with CPB. Reduced *myo5c* expression in circulating neutrophils was associated with greater postoperative organ dysfunction, as reflected by higher PELOD-2 scores, increased surgical complexity (STAT mortality category ≥3), and prolonged ICU and hospital stays. Although *myo5c* expression was not independently associated with the presence of complications, its strong inverse correlation with PELOD-2 scores suggests a closer relationship with the severity of physiological stress and evolving organ injury.

Functionally, *myo5c*-deficient HL60 cells exhibited enhanced NET formation upon PMA stimulation, supporting a role of Myosin Vc protein in regulating neutrophil activation. Transcriptomic downregulation of *myo5c* also correlated with elevated IL-6 levels, and markers of neutrophil and platelet activation, further linking reduced *myo5c* expression to a proinflammatory and potentially prothrombotic phenotype.

Class V myosin, key member of the myosin superfamily, serve as actin-based molecular motors essential for cellular motility and organelle transport (17–19). These myosin V proteins are ubiquitous and fundamental in establishing the molecular mechanisms of actin-mediated cellular activities (20). 

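MYO5A (ENSG00000197535) lies on the minus strand of chromosome 15 of GRCh38 from 52307283 to 52529050, next to MYO5C on the same strand. MYO5B (ENSG00000167306) lies on the minus strand of chromosome 18 from 49822813 to 50195093. The canonical transcripts in GENCODE v44 have 42 exons for MYO5A, 40 for MYO5B and 41 for MYO5C, and encode 1880, 1848 and 1742 amino acids. In the neutrophil libraries of 5 patients at baseline and ICU admission, MYO5A had between 361 and 1151 counts per library. Its expression was 42.5 ± 8.78 CPM at baseline and 42.1 ± 9.86 CPM at ICU admission (SD, n = 5), a log2 fold change of -0.02 (edgeR adjusted p = 0.973). MYO5B had at most 23 counts in a library and was listed with a count in 7 of the 10 libraries, too few to be tested.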

In vertebrates, the class V myosin family comprises three genes: *myo5a*, *myo5b*, and *myo5c* (21–23). While the roles of Myosin Va and Vb proteins have been extensively studied, Myosin Vc remains less investigated. This novel variant, prevalent in secretory and glandular tissues, is implicated in diverse cellular functions such as secretory granule trafficking (24), transferrin trafficking (22), melanosome biogenesis and secretion (25), and von Willebrand factor (vWF) externalization (26). Despite its presence in various immune cells, including neutrophils (27, 28), the specific roles of Myosin Vc in immune responses are not well-defined.

Our findings suggest that *myo5c* downregulation may be associated with postoperative organ dysfunction via enhanced neutrophil activation and NET formation, which in turn may promote vascular microthrombosis, impair tissue perfusion, and contribute to subsequent organ injury (29, 30). While direct evidence of Myosin Vc's role in NET formation is lacking, its established functions in actin cytoskeletal rearrangement may be important for chromatin decondensation and release of nuclear DNA during NET formation (31, 32). In our study, *myo5c*-knockout cells produced more NETs, suggesting a previously unrecognized role for Myosin Vc in neutrophil effector functions.

Following cardiac surgery with CPB, extensive tissue injury and cellular damage leads to the release of damage-associated molecular patterns (DAMPs), such as histones and high mobility group box 1 (HMGB1), which activate neutrophils (33) and trigger their degranulation and NET release (34, 35). Our previous work demonstrated elevated circulating DAMPs in patients with postoperative organ dysfunction and showed that DAMPs enhance NET formation in a mouse model (3). These findings underscore the relevance of NET-driven mechanisms in postoperative organ dysfunction and raise the possibility that Myosin Vc may modulate this response.

Taken together, these cellular processes may help explain the observed association between lower *myo5c* expression and higher PELOD-2 scores, linking transcriptomic alterations with postoperative organ dysfunction severity. Although our study did not include direct imaging of actin remodeling or vesicle transport, future mechanistic studies will be essential to define how Myosin Vc regulates neutrophil activation and NET formation. To avoid overinterpretation, we emphasize that this represents a hypothesis-generating observation based on indirect mechanistic parallels from correlative data and *in vitro* observations, and additional research is needed to validate the proposed pathway.

This study has several limitations. It was exploratory in nature, with no formal sample size calculation. The relatively small sample size, modest number of complication cases, and single-center design may reduce statistical power and limit generalizability. The ROC AUC for *myo5c* expression indicates moderate discriminatory ability and should be interpreted with caution. Additionally, heterogeneity in CHD diagnoses and surgical complexity may influence gene expression. Nevertheless, *myo5c* downregulation may have clinical value as part of a multi-marker panel for early risk stratification. Future studies with larger, more homogeneous cohorts are needed to validate the clinical utility of *myo5c* and elucidate its mechanistic role in inflammation.

In conclusion, this study highlights the association between *myo5c* gene expression, neutrophil activation, and postoperative organ dysfunction severity in pediatric cardiac surgery with CPB. Our findings support the potential role of *myo5c* in modulating NET formation and systemic inflammation. While *myo5c* was not identified as an independent predictor of clinical outcomes, its consistent association with markers of illness severity suggests it may serve as a valuable biomarker, particularly as part of a multi-marker panel, for early risk stratification. Further research is warranted to elucidate the regulatory mechanisms underlying *myo5c* expression and to explore the molecular regulation and functional relevance of Myosin Vc protein in neutrophil-mediated inflammation.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE297377.

# Supplementary material for: Neutrophil Myo5c gene downregulation is associated with postoperative organ dysfunction following pediatric cardiac surgery with cardiopulmonary bypass
**Source:** Front Cardiovasc Med. 2025 May 27;12:1380606. doi: 10.3389/fcvm.2025.1380606
**Supplement:** Supplementary Table S2 — Logic regression analysis of myo5c expression at ICU admission and clinical variables.

## **Supplementary Material**

### **Neutrophil *Myo5c* Gene Downregulation is Associated with Postoperative Organ Dysfunction Following Pediatric Cardiac Surgery with Cardiopulmonary Bypass.**

Running title: Neutrophil *myo5c* gene & pediatric cardiac surgery

Wiriya Maisat, Sumiti Sandhu, Samuel Kim, Hanna Van Pelt, Sek Won Kong, Juan Ibla  
Koichi Yuki

## Supplementary methods

### *Definition of postoperative complication*

Postoperative complication was defined as organ dysfunction/injury and/or thrombosis. Due to the lack of a standardized definition for organ dysfunction post-congenital cardiac surgery, we used previously published by others (2, 3, 4). Organ dysfunctions included 1) cardiovascular dysfunction (low cardiac output syndrome reliant on a vasoactive drug to maintain blood pressure, or two of the followings; metabolic acidosis, elevated arterial lactate, oliguria, or prolonged capillary refill), 2) respiratory dysfunction (arterial oxygen tension/fraction of inspired oxygen ( $P_{aO_2}/F_{iO_2}$ )  $<300$ , arterial carbon dioxide tension ( $P_{aCO_2}$ )  $>65$  torr or 20 mmHg over baseline  $P_{aCO_2}$ , need for  $>50\%$   $F_{iO_2}$  to maintain oxygen saturation  $\geq 92\%$ , or need for non-elective mechanical ventilation, prolonged mechanical ventilation  $\geq 5$  d, 3) renal dysfunction (the presence of creatinine of  $>114$   $\mu\text{mol/L}$ , urine output of  $<1$  mL/kg/hr despite diuretic administration, or the requirement for ultrafiltration or hemodialysis 4) coagulopathy or bleeding complication requiring chest exploration for bleeding or removal of clots, intracranial hemorrhage, prothrombin or partial thromboplastin time was three times normal, or  $>30$  mL/kg of blood products were infused during a 24-hr period, 5) central nervous system dysfunction (development of a new intracranial infarct or hemorrhage, evidence of hypoxic-ischemic injury by clinical examination or computed tomography of the head, or brain death), 6) hepatic dysfunction (bilirubin concentration of  $>2$  mg/dL and/or increase of hepatic cellular enzymes two or more times normal). Thrombosis was defined as the presence of any vascular thrombosis detected using ultrasound diagnostic imaging.

### *Neutrophil and platelet activation*

Neutrophil and platelet counts were determined from 10  $\mu\text{L}$  of whole blood collected. The blood was first incubated with an Fc receptor-blocking solution and then stained with fluorescent-conjugated antibodies against CD15 (neutrophil marker), CD18 (clone m24), and myeloperoxidase (MPO) for neutrophils (**Suppl. Fig. 1A**), and CD41 (platelet marker) and PAC-1 for platelets (Biolegend Inc., San Diego, CA, USA) (**Suppl. Fig. 1B**). After a 30-minute incubation, the stained samples were treated with 1% FACS™ Lysing Solution (BD Bioscience, San Jose, CA, USA). The cells were resuspended in phosphate-buffered saline (PBS) and analyzed using a BD Accuri C6 flow cytometer (BD Biosciences, Franklin Lakes, NJ, USA). Because m24 is an activation-sensitive antibody against CD18 (5), activated neutrophils were identified based on the expression of CD15 and m24 (CD18) or MPO. Because PAC-1 is an activation-sensitive antibody against platelet integrin  $\alpha\text{IIb}\beta 3$  (6), activated platelets were identified through CD41 and PAC-1 expression. A total of 100  $\mu\text{L}$  was processed for each analysis.

### *Neutrophil isolation and mRNA extraction*

Neutrophils were isolated from whole blood samples using Polymorphprep™ for density gradient separation, per the manufacturer's instruction (AXIS-SHIELD PoC AS, Oslo, Norway). In brief, fresh citrated whole blood was layered atop an equal volume of Polymorphprep™ (Proteogenix, Miami, FL, USA) and then centrifuged at 500 x *g* for 30 minutes. The neutrophil layer was collected for RNA extraction using Trizol reagent (Life Technologies, Carlsbad, CA, USA), following the manufacturer's protocol.

### *RNA sequencing analysis of neutrophil mRNA*

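Globin transcripts took 28.4% ± 11.6 of the counts at baseline and 14.0% ± 4.92 at ICU admission (SD, n = 5 patients). The share was lower at ICU admission in 4 of 5 patients (exact two-sided sign-flip permutation test, p = 0.125). Without the globin genes, between 10029253 and 15684710 reads per library remained at baseline, and between 12815007 and 18970463 at ICU admission. TMM factors ranged from 0.602 to 1.547. The number of genes with a count was between 18618 and 24595 in the baseline libraries and between 20338 and 34360 at ICU admission, where the highest value was that of patient 5.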

RNA sequencing was performed using Illumina TruSeq Stranded Total RNA sample preparation, followed by next-generation sequencing (NGS) using Illumina NovaSeq to generate 50 million 150bp paired-end reads per sample. Library preparation and NGS were performed at the Harvard Institute of Medicine. This sequencing depth provides abundant sensitivity for all expressed transcripts, both protein-coding and regulatory (microRNA and long non-coding RNA), including exon-exon junction reads to detect differential usage of splicing variants. The analysis proceeded using a standard bioinformatics pipeline developed for profiling transcript-level abundance in bulk RNA-seq. The quality of the raw reads was evaluated using FastQC (v0.11.9). Any detected Nextera transposase adapter contaminations within the reads were trimmed using TrimGalore (v0.6.10). The reads were then aligned to the human reference genome GRCh38 using the 2-PASS STAR algorithm (v2.7.10b). HTseq-count (v2.0.2) was employed to generate raw counts for each transcript. 

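The 5 neutrophil libraries at baseline and the 5 at ICU admission were compared in log2 CPM of all tested genes, with the mean of each time point taken out, so that the distances show how alike the libraries of a patient were and do not weigh the patient against the time point. The mean distance between the 2 libraries of a patient was 122, against 153 between a baseline library and an ICU admission library of different patients, a ratio of 0.798. Of the 120 ways to pair the libraries, 3 gave a mean distance as small (one-sided exact permutation test, p = 0.025). With library sizes only in place of the TMM factors the p was 0.0583, and without patient 4 or without patient 5 it was 0.125. The distance within a patient was 84.4 in patient 1 and 182 in patient 3, whose libraries were farther apart than the mean between patients. For patient against time point, the patient mean square exceeded that of the time point in 53.0% of genes. Under the other pairings of the libraries this share had a median of 48.7% and ranged from 41.4% to 57.4%. The patient and time point mean squares rest on unequal degrees of freedom, so without any effect this share would not be an even split. The other pairings kept the time point mean square as it was and do not give that level. The share of 53.0% therefore does not show that differences between patients were the larger.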

Inter-individual differences were significantly more pronounced than the differences between pre and post-surgery states. A differential expression analysis was conducted on the log2-normalized expression data using a mixed-effect model with the lmerSeq R package to account for this subject-level variability. This model compared post-surgery states to pre-surgery ones. 

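A mixed model on log2 CPM with a random intercept for the patient, fitted to the same 5 pairs, gave 146 DEGs, of which 125 were upregulated and 21 downregulated. Of the 399 DEGs of edgeR's test, 114 were among them. In data simulated with 200 changed genes at an absolute log2 fold change of 2, this model called 0 genes. There edgeR's test called 118 of the 200, with 2 unchanged genes called. The simulated counts were drawn with edgeR's own dispersions, and 12666 genes were tested. In the real data 2269 genes had an unadjusted p under 0.05 in edgeR's test. The simulation therefore does not rank the models for the real data.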

The Bonferroni correction was applied to adjust *p*-values for multiple comparisons. Genes that exhibited a false-discovery rate less than 0.05 and an absolute fold change greater than 1.5 were considered significant. Gene ontology (GO) Enrichment analysis was performed to demonstrate the function of significant differentially expressed genes (DEGs) in Biological Process, and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway were examined using the Database for Annotation, Visualization and Integrated Discovery (DAVID) online analysis tool (7), with adjusted *p*-values calculated using the Benjamini-Hochberg correction to control for multiple comparisons.

### *Myo5c knockout HL-60 cells*

#### *HL-60 neutrophil differentiation and in vitro NETs assay*

HL-60 cells were subjected to neutrophil differentiation in 1.25% DMSO and 1  $\mu$ M all-trans retinoic acid (ATRA, Sigma-Aldrich; St. Louis, MO) for 4 days. Then, they were stimulated with phorbol myristate acetate (PMA) at 37°C for 4 hours. To quantify NETs, the cells at the termination of NET induction were washed once and then Sytox green (0.1  $\mu$ M) was added. The NETs were imaged with a fluorescence microscope, Zeiss Axiovert (Carl Zeiss, Thornwood, NY).

# PELOD-2 score calculation

| Organ dysfunction and variables <sup>a</sup> | Points by severity levels |          |       |       |       |            |
|----------------------------------------------|---------------------------|----------|-------|-------|-------|------------|
|                                              | 0                         | 1        | 2     | 3     | 4     | 5          |
| <b>Neurologic<sup>b</sup></b>                |                           |          |       |       |       |            |
| Glasgow Coma Score                           | ≥11                       | 5-10     |       |       | 3-4   |            |
| Pupillary reaction                           | Both reactive             |          |       |       |       | Both fixed |
| <b>Cardiovascular<sup>c</sup></b>            |                           |          |       |       |       |            |
| Lactatemia (mmol/L)                          | <5.0                      | 5.0-10.9 |       |       | ≥11.0 |            |
| MAP (mmHg)                                   |                           |          |       |       |       |            |
| 0 to <1 mo                                   | ≥46                       |          | 31-45 | 17-30 |       | ≤16        |
| 1-11 mo                                      | ≥55                       |          | 39-54 | 25-38 |       | ≤24        |
| 12-23 mo                                     | ≥60                       |          | 44-59 | 31-43 |       | ≤30        |
| 24-59 mo                                     | ≥62                       |          | 46-61 | 32-44 |       | ≤31        |
| 60-143 mo                                    | ≥65                       |          | 49-64 | 36-48 |       | ≤35        |
| ≥144 mo                                      | ≥67                       |          | 52-66 | 38-51 |       | ≤37        |
| <b>Renal</b>                                 |                           |          |       |       |       |            |
| Creatinine (μmol/L)                          |                           |          |       |       |       |            |
| 0 to <1 mo                                   | ≤69                       |          | ≥70   |       |       |            |
| 1-11 mo                                      | ≤22                       |          | ≥23   |       |       |            |
| 12-23 mo                                     | ≤34                       |          | ≥35   |       |       |            |
| 24-59 mo                                     | ≤50                       |          | ≥51   |       |       |            |
| 60-143 mo                                    | ≤58                       |          | ≥59   |       |       |            |
| ≥144 mo                                      | ≤92                       |          | ≥93   |       |       |            |
| <b>Respiratory<sup>d</sup></b>               |                           |          |       |       |       |            |
| PaO <sub>2</sub> (mmHg)/FiO <sub>2</sub>     | ≥61                       |          | ≤60   |       |       |            |
| PaCO <sub>2</sub> (mmHg)                     | ≤58                       | 59-94    |       | ≥95   |       |            |
| Invasive ventilator                          | No                        |          |       | Yes   |       |            |
| <b>Hematologic</b>                           |                           |          |       |       |       |            |
| WBC count (x 10 <sup>9</sup> /L)             | >2                        |          | ≤2    |       |       |            |
| Platelet (x 10 <sup>9</sup> /L)              | ≥142                      | 77-141   | ≤76   |       |       |            |

<sup>a</sup> All variables must be collected, but measurements can be done only if justified by the patient's clinical status. If a variable is not measured, it should be considered normal. If a variable is measured more than once in 24 hr, the worst value is used in calculating the score. Fio<sub>2</sub>: fraction of inspired oxygen.

<sup>b</sup> Neurologic dysfunction: Glasgow Coma Score: use the lowest value. If the patient is sedated, record the estimated Glasgow Coma Score before sedation. Assess only patients with known or suspected acute central nervous system disease. Pupillary reactions: nonreactive pupils must be > 3 mm. Do not assess after iatrogenic pupillary dilatation.

<sup>c</sup> Cardiovascular dysfunction: Heart rate and mean arterial pressure: do not assess during crying or iatrogenic agitation.

<sup>d</sup> Respiratory dysfunction: Pao<sub>2</sub>: use arterial measurement only. Pao<sub>2</sub>/Fio<sub>2</sub> ratio is considered normal in children with cyanotic heart disease. Paco<sub>2</sub> can be measured from arterial, capillary, or venous samples. Invasive ventilation: the use of mask ventilation is not considered invasive ventilation.

**Supplementary Table 1.** Logic regression analysis of baseline *myo5c* expression and clinical variables.

| Variable                            | Adjusted OR (95%Ci) | p value |
|-------------------------------------|---------------------|---------|
| STAT mortality category $\geq 3$    | 7.44 (1.65-33.54)   | 0.009   |
| <i>Myo5c</i> expression at baseline | 0.68 (0.40-1.14)    | 0.14    |

**Supplementary Table 2** Logic regression analysis of *myo5c* expression at ICU admission and clinical variables.

| Variable                         | Adjusted OR (95%Ci) | p value |
|----------------------------------|---------------------|---------|
| STAT mortality category $\geq 3$ | 5.31 (1.42-19.90)   | 0.013   |
| <i>Myo5c</i> expression at ICU   | 0.72 (0.43-1.21)    | 0.22    |

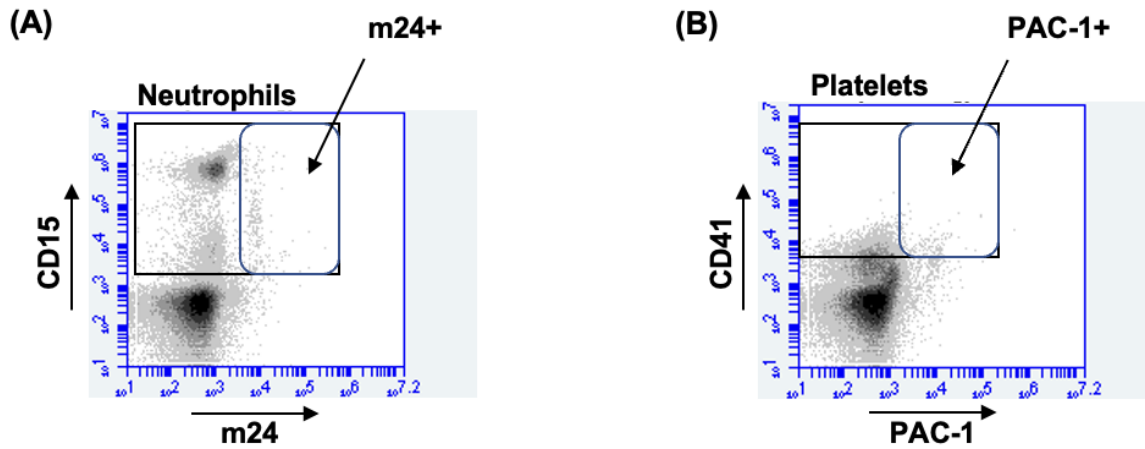

### Supplementary Figure 1. Neutrophils and platelets gating strategy

A. Neutrophils gated by CD15(+) population. Activation antibody m24 was gated among the neutrophils. B. Platelets gated by CD41 (+) population. Activation antibody PAC-1 was gated among the platelets.

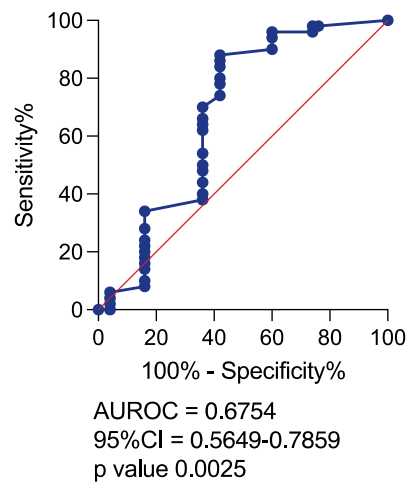

**Supplementary Figure 2.** Receiver Operating Characteristic (ROC) curve analysis comparing discrimination performance of *myo5c* expression upon ICU admission and PELOD-2 score on postoperative day 2.

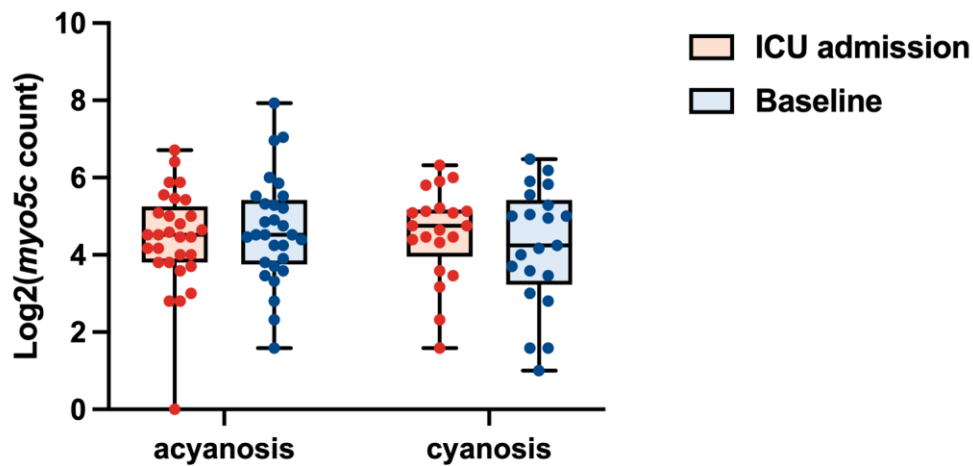

**Supplementary Figure 3.**

*Myo5c* expression in neutrophils stratified by cyanosis status. Log2-transformed *myo5c* counts at baseline (blue) and upon ICU admission (red) in acyanotic vs. cyanotic patients.

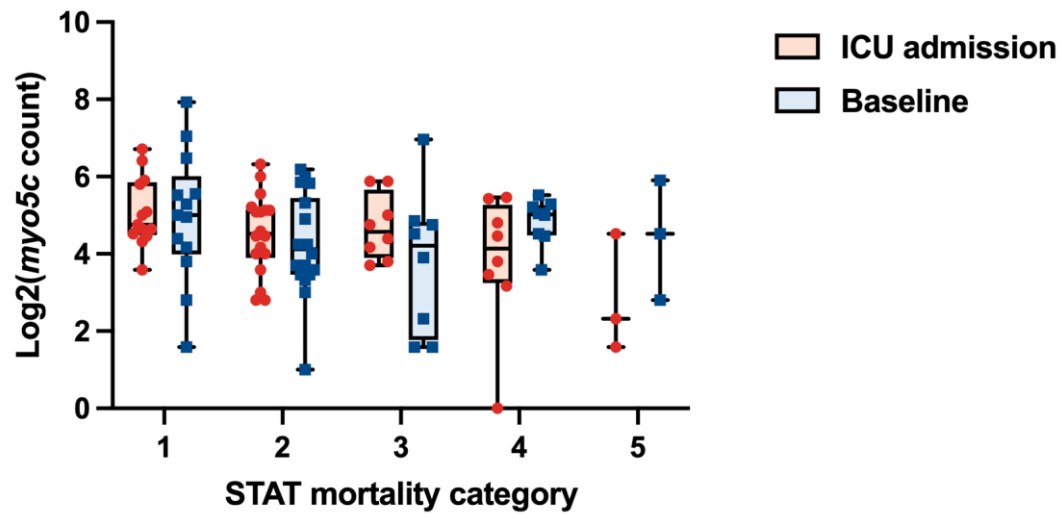

**Supplementary Figure 4.**

*Myo5c* expression across full STAT mortality categories (1-5). Box plots showing expression at baseline (blue) and upon ICU admission (red).

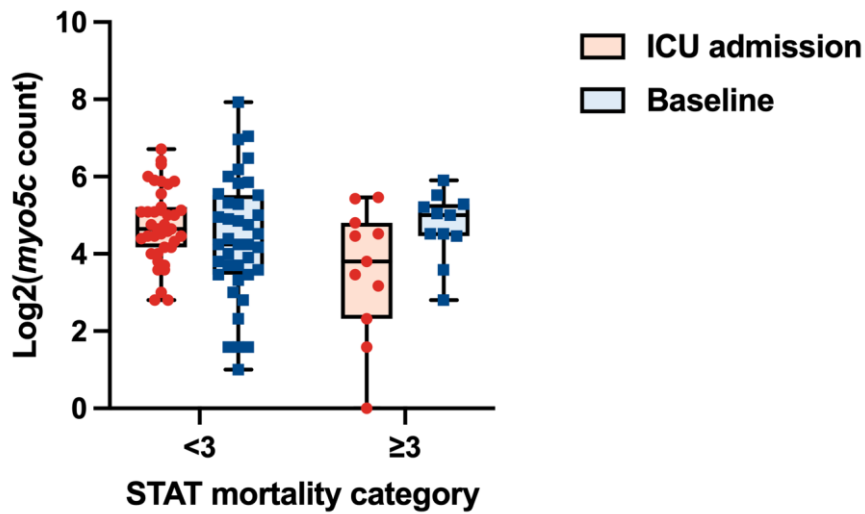

**Supplementary Figure 5.**

*Myo5c* expression in STAT category <3 vs.  $\geq 3$ . Box plots showing expression at baseline (blue) and upon ICU admission (red).

## References

1. Leteurtre S, Duhamel A, Salleron J, Grandbastien B, Lacroix J, Leclerc F. PELOD-2: an update of the PEdiatric logistic organ dysfunction score. *Crit Care Med*. 2013;41(7):1761-73.
2. Montgomery VL, Strotman JM, Ross MP. Impact of multiple organ system dysfunction and nosocomial infections on survival of children treated with extracorporeal membrane oxygenation after heart surgery. *Crit Care Med*. 2000;28(2):526-31.
3. Seghaye MC, Engelhardt W, Grabitz RG, Faymonville ME, Hörnchen H, Messmer BJ, et al. Multiple system organ failure after open heart surgery in infants and children. *Thorac Cardiovasc Surg*. 1993;41(1):49-53.
4. Bembea MM, Agus M, Akcan-Arikan A, Alexander P, Basu R, Bennett TD, et al. Pediatric Organ Dysfunction Information Update Mandate (PODIUM) Contemporary Organ Dysfunction Criteria: Executive Summary. *Pediatrics*. 2022;149(1 Suppl 1):S1-s12.
5. Sen M, Yuki K, Springer TA. An internal ligand-bound, metastable state of a leukocyte integrin, alphaXbeta2. *J Cell Biol*. 2013;203(4):629-42.
6. Yuki K, Bu W, Shimaoka M, Eckenhoff R. Volatile anesthetics, not intravenous anesthetic propofol bind to and attenuate the activation of platelet receptor integrin alphaIIbbeta3. *PLoS One*. 2013;8(4):e60415.
7. Sherman BT, Hao M, Qiu J, Jiao X, Baseler MW, Lane HC, et al. DAVID: a web server for functional enrichment analysis and functional annotation of gene lists (2021 update). *Nucleic Acids Res*. 2022;50(W1):W216-W21.
8. Hou L, Voit RA, Shibamura-Fujiogi M, Koutsogiannaki S, Li Y, Chen Y, et al. CD11c regulates neutrophil maturation. *Blood Adv*. 2023;7(7):1312-25.
9. Koutsogiannaki S, Hou L, Okuno T, Shibamura-Fujiogi M, Luo HR, Yuki K. alphaDbeta2 as a novel target of experimental polymicrobial sepsis. *Front Immunol*. 2022;13:1059996.

How the deposited data were processed for this re-analysis (not part of the article)

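Bulk RNA-seq read counts of neutrophils from 5 patients were analysed, each with a library at baseline and a library at ICU admission, 10 libraries in all. Per the supplementary methods, adapters were trimmed, reads were aligned to GRCh38 with STAR in 2-pass mode and counted for each transcript. As deposited by the authors, the counts were whole reads per gene for 57500 Ensembl genes, with no normalization, and the files listed each gene's exons with their coordinates. The layout is that of featureCounts, while the methods name HTSeq-count, and the strand setting and the annotation release are not stated in the paper's text. Coordinates of genes are those of the files. Exon numbers and protein lengths are from GENCODE v44, on the same build. Total counts per library ranged from 13668606 to 21817545. Intervals on counts are exact Poisson intervals at 95% and cover counting error only.

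The patients are numbered 1 to 5 here. The comparison was ICU admission against baseline with the patient as a block. The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and lmerTest 3.1.3, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes were kept by filterByExpr, normalized by TMM and tested by the quasi-likelihood F test, with Benjamini-Hochberg adjustment over 13414 genes. A DEG had an adjusted p under 0.05 and an absolute log2 fold change over 0.58, the paper's thresholds. Log2 CPM used a prior count of 2. The genes named in the text are the class V myosins, the 6 DEGs with the largest change in each direction among those changed the same way in all 5 patients with a mean of at least 1 CPM, of which 1 upregulated DEG is not reported here, and from each list the 2 most abundant tested genes by mean log2 CPM and the 2 DEGs with the largest change. Genes of chromosome Y, XIST and HLA genes were counted but not named.

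Gene lists written by hand stood in for GO and KEGG terms: apoptosis, NF-κB regulation, innate and inflammatory response, adaptive immune response, MAPK, Rap1, HIF-1 and TNF signaling, and oxygen transport and red cell. Further lists for T cells, B cells, NK cells, monocytes, platelets, immature neutrophil granules and glucocorticoid-induced genes were written at the same time and are reported in the closing section. Lists were tested with camera at a correlation of 0.01, and with fry and an estimated correlation as alternatives. Each list was also set against 10000 random lists matched on expression in 20 bins. A pair of eosinophil lists was written after the DEGs had been seen. Separation of time points and pairing of libraries were tested by exact permutation.

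The tests were run on simulated data before use. The closed form of the mixed model gave the same estimate as lmerTest in 60 of 60 genes. Alternatives were no patient block, DESeq2, DESeq2 size factors, library sizes without TMM, no filter on low counts, at least 10 counts in every library, limma-voom, a mixed model, Bonferroni, no fold change threshold, other scales for MYO5C, other genes and distances for the library comparisons, and leaving out each patient. These, the tests of the main comparisons and lists, and the named-gene rule were set before the data were examined. Leaving out the globin genes before TMM, the eosinophil lists and the tests that the closing section names as chosen later were added afterwards. PELOD-2 scores, ICU stay, cytokines, flow cytometry and HL-60 experiments were not analysed here.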

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

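The tests of the eosinophil lists, of background reads, of MYO5C background and of the pairing of patient 3's libraries were chosen only after the results had been seen. A value was set apart when the gap to its nearest neighbour was over 0.71 of the range of 5 values. This held for 4 of 57 groups of 5 values, and chance gives about 2.85, or 1 group in 20.

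MYO5C at baseline was 3.78 CPM in patient 5, apart from the other 4 baseline libraries, the next of which had 1.33 CPM. MYO5B at ICU admission was 1.37 CPM in the same patient, and the next library had 0.334 CPM. The ICU admission library of patient 5 had counts on 120 olfactory receptor genes, against 15 to 50 in the other 9 libraries, and 5389 genes had a count in it alone. Olfactory receptor genes are silent in blood, so background reads over genes silent in blood are a candidate explanation for the number of genes with a count in that library. In the same library MYO5C had 5.28 counts per kb of exon and lay above 93.2% of olfactory receptor genes, and MYO5B had 2.19 counts per kb and lay above 83.5% of them. The median olfactory receptor gene there had 0 counts per kb, and the mean without the 10 highest was 0.904. In the baseline library of patient 5 MYO5C had 8.56 counts per kb, above 97.7% of olfactory receptor genes, of which 41 had a count, so MYO5C was higher where fewer silent genes had a count. These values go against background as the cause of the MYO5C counts, most clearly at baseline. At ICU admission background and expression cannot be told apart, since some silent genes had as many counts per kb. A difference between patients was not tested.

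ZBTB16 at ICU admission was 6.07 log2 CPM in patient 4, below the other 4 patients, the next of whom had 8.77. It still rose in this patient. ZBTB16 is on the glucocorticoid-induced list, whose median change in patient 4 was 1.02 log2 CPM. The lowest median change of that list was 0.747, in patient 1, whose ZBTB16 at ICU admission was 9.09 log2 CPM. No technical explanation was tested for this value. The median change of the MAPK signaling list was 0.86 log2 CPM in patient 3, apart from the other 4 patients, the next of whom had 0.45. The libraries of patient 3 were the farthest apart of the 5 pairs. Whether a mislabelled sample explains this was tested with the pairings of the libraries, which left it open, with a smallest mean distance of 111.8 for a pairing that separates them.

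The glucocorticoid-induced list, outside the genes the paper discusses, had a median log2 fold change of 1.24 at ICU admission over 30 genes, of which 28 were higher and 10 were DEGs (camera adjusted p = 3.96e-13, fry adjusted p = 0.0177, estimated correlation adjusted p = 0.177). The median was higher in 5 of 5 patients. All 10000 random lists matched on expression had a lower median. The 24 members on no other list had a median of 1.17. TSC22D3 and RGS2, its genes with the highest mean log2 CPM, had log2 fold changes of 0.97 and 0.47 and were not DEGs. A candidate explanation is glucocorticoid exposure between the time points. The list and the direction were set before the data were examined, with a median above 0 and above the random lists as the prediction and no size predicted, and the median of 1.24 met it. The paper's text excludes chronic steroid therapy and does not name steroids during surgery. Stress hormones of the patient and a drug cannot be separated by these values, and surgery and bypass fall between the same time points, so this remains a hypothesis.

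The 7 eosinophil genes noticed among the downregulated DEGs had a median log2 fold change of -3.51, all 7 downregulated. These genes were chosen for their change, so their median is no independent evidence. A list of 16 further eosinophil genes, written after the first DEGs had been seen and including the DEG CLC, had 15 tested genes with a median of -0.95, of which 10 fell and 5 rose. It was lower in 3 of 5 patients (camera adjusted p = 0.0139, fry adjusted p = 0.157). CLC fell from 144 ± 85.6 to 19.8 ± 21.9 CPM (SD, n = 5), while SYNE1, named after its values were seen and with a higher mean CPM over both time points, rose from 71.0 to 121 CPM, a log2 fold change of 0.75. Fewer carried-over eosinophils may explain part of this, but fewer cells and lower expression per cell cannot be told apart from the median of -0.95 with members in both directions.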

How the results depend on the processing

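The alternative that left out globin genes before TMM was chosen after seeing the data. No DEG changed sign under any alternative.

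The 399 DEGs (334 upregulated, 65 downregulated) became 1320 with DESeq2 (933 and 387, all 399 shared), 789 with no filter on low counts (604 and 185, 389 shared, with the median of all genes shifted by 0.34 on the log2 scale), 610 with limma-voom (506 and 104, 394 shared), 146 with the mixed model (125 and 21, 114 shared) and 8 with Bonferroni (8 and 0, with 2269 genes at an unadjusted p under 0.05). In data simulated with 200 changed genes, DESeq2 called 166 of them and 57 unchanged genes, limma-voom 130 and 6, and edgeR 118 and 2. These counts were drawn with edgeR's dispersions, so they do not rank the methods for the real data. Without the patient block there were 272 DEGs (235 and 37, 236 shared). With at least 10 counts in every library the downregulated DEGs were 115. DESeq2 size factors gave 349, library sizes only 465, and globin genes left out 349. Leaving out 1 patient gave from 35 to 496 DEGs, from 31 to 394 upregulated and from 3 to 102 downregulated. The lowest totals were 35 without patient 2, 67 without patient 5 and 125 without patient 1. With fewer pairs the residual degrees of freedom fall by construction. The cause of the other changes was not tested.

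MYO5C kept a positive log2 fold change between 0.27 and 0.72 that did not pass the threshold under the alternatives that gave a value, and between 0.51 and 0.99 when a patient was left out. With at least 10 counts in every library it was not tested, since its counts fell below 10.

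Under fry the calls were lost on the innate list (median 1.20, adjusted p = 0.0637), the adaptive list (-1.09, 0.236), TNF (0.25, 0.0932), red cell (-0.625, 0.347), T cell (-1.28, 0.288), B cell (-1.07, 0.373) and monocyte (0.83, 0.288). An estimated inter-gene correlation gave the same lists adjusted p values from 0.422 to 0.482, and also took the call from MAPK (0.345, 0.422), HIF-1 (0.46, 0.422) and the glucocorticoid-induced list (1.24, 0.177). The NK cell list, at -0.01, was 0.064 with library sizes only and 0.18 with at least 10 counts.

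Leaving out 1 patient gave medians from 0.13 to 0.24 for apoptosis (past the threshold without patient 5, adjusted p = 0.0418), -0.001 to 0.16 for NF-κB (lowest without patient 3), 0.072 to 0.27 for TNF (lost without patient 3), -0.99 to -0.29 for red cell (lost without patient 5), -1.83 to -0.365 for B cell (lost without patient 3), -0.76 to 0.73 for NK cell (past the threshold without patient 3), 0.44 to 0.97 for monocyte (lost without patient 4 and without patient 5), -0.78 to 0.024 for platelet (past the threshold without patient 2 and without patient 4) and -0.71 to 0.80 for granule genes (past it in opposite directions without patient 4 and without patient 1). The other lists kept their side of the threshold, but medians ranged from -1.78 to -0.39 for the adaptive list, -1.99 to -0.69 for T cell and 0.28 to 0.52 for HIF-1 (each weakest without patient 3), and 0.015 to 0.18 for Rap1 (lowest without patient 2).

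In the comparison set out as patient against time point, the ratio of distances within to between patients, 0.798, lost its p under 0.05 with library sizes only (0.799, exact p = 0.0583) and with the Spearman distance (0.701, exact p = 0.0583), and ranged from 0.672 to 0.884 with a patient left out, where 4 of 5 exact p values were above 0.05. With 4 patients there are fewer pairings, which raises the smallest p by construction. The ratio of the time point separation, 1.64, ranged from 1.39 to 1.82 under the alternatives and from 1.48 to 1.84 with a patient left out. Its p cannot fall under 0.05 in this design and shows nothing about stability.

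For the 57 genes other than MYO5C that the rule for named genes selects, 682 of 785 values under the alternatives kept direction and side, 75 were weaker, 7 stronger and 21 reversed. The reversals were in 9 genes that were not DEGs. The CCR7 change was 0.037 without the patient block. The GNLY change was -0.44 without the patient block, -0.019 with at least 10 counts in every library, -0.18 with limma-voom, -0.018 with the mixed model and -0.012 with globin genes left out. With a patient left out, log2 fold changes ranged from -0.13 to 0.017 for MYO5A, -0.40 to 0.094 for IL2RG, -0.50 to 0.21 for MAP2K3, -0.065 to 0.34 for ACTB, -0.76 to 0.24 for CCR7, -0.975 to 0.35 for IGKC, -0.36 to 0.74 for NKG7, -0.76 to 0.86 for GNLY and -0.105 to 1.26 for LTF. Some genes that were not DEGs kept their sign with a patient left out but changed in size. FOS ranged from 0.104 to 0.593, CSF3R from 0.1 to 0.501 and MYD88 from 0.12 to 0.635. LCK ranged from -1.995 to -0.605 and IGHM from -1.952 to -0.384, each weakest without patient 3. The cause was not tested.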

Differences from the paper's values

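The number of upregulated DEGs was 334, against the paper's 749. Of the alternatives set before the data were examined, DESeq2 (933), no filter on low counts (604) and limma-voom (506) gave a number within 1.5 times the paper's, and the others did not. The number of downregulated DEGs was 65, against the paper's 207. No filter on low counts gave 185, and none of the other alternatives set before the data were examined came within 1.5 times. The 5 patients analysed here are part of the paper's cohort.

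The paper reports enrichment of apoptosis, NF-κB regulation and Rap1 signaling among upregulated DEGs. The apoptosis list had a median log2 fold change of 0.24 (camera adjusted p = 0.125). The NF-κB list had 0.09 (0.374) and the Rap1 list 0.10 (0.125), and none of these lists was past the threshold. Camera tests a shift of the list, which is a different quantity, and enrichment among DEGs was not tested. Upregulated DEGs were 2 of 47 apoptosis, 3 of 44 NF-κB and 3 of 72 Rap1 genes, against 334 of all 13414 tested genes. Without patient 5 the apoptosis list passed, with an adjusted p of 0.0418. Under camera the other terms the paper names were past the threshold in its direction. Of these only MAPK and HIF-1 also passed under fry, and none passed under an estimated inter-gene correlation. Without patient 3 the TNF list did not pass under camera, with an adjusted p of 0.319. These lists are not the GO and KEGG terms. The paper's title names Myo5c downregulation, which its text ties to PELOD-2 scores. Those scores are not known for these 5 patients, in whom MYO5C had a log2 fold change of 0.71 that was not past the threshold.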

Other observations

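The tests of gene length, of the share of globin transcripts, of mononuclear cells in patients 3 and 4 and of patient 3's libraries were chosen only after the results had been seen, and the others were set before.

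The number of DEGs was compared with other splits of the 10 libraries. Of the 16 splits that part the libraries of all 5 patients, 1 gave as many as 399 DEGs, the real one, and the 15 others gave 0 DEGs each. The 84 further splits fitted, of which 62 part 3 patients and 22 part 1, also gave 0. These values go against a chance arrangement, but with 16 splits the share cannot fall under 0.05, which keeps it open.

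Differences in library depth, gene length and globin share were weighed for the changed genes. The total count was lower at ICU admission in 2 of 5 patients, so depth did not differ in one direction. In a refit with the length trend of each library taken out, 332 of the 399 DEGs were still DEGs and none had the other sign. Across genes, which are not independent replicates, the Spearman correlation of log2 fold change with length was -0.02 before that refit and 0.007 in it. With globin genes left out before TMM, 340 of the 399 DEGs were still DEGs. The depth value argues against depth as the whole cause. Gene length and globin share cannot be told apart from the time point for the DEGs that each refit lost. Surgery, bypass and the anesthetic course fall between the time points and stay open.

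The T cell list had a median log2 fold change of -1.28 over 24 genes and the B cell list -1.07 over 20, while the NK cell list was at -0.01 and the monocyte list at 0.83. An equal loss of all carried-over mononuclear cells, with expression per cell unchanged, would lower all of them alike. The monocyte median lay 2.10 above the T cell median. It lay above it in 5 of 5 patients, by 0.038 in patient 4 and by 3.04 in patient 3. This argues only against an equal loss with unchanged expression. An unequal loss, or a loss together with higher expression of monocyte list genes, stays open. The monocyte genes went both ways, with 11 higher and 6 lower. Among the lower ones CSF1R and LGALS2, named after their values were seen, had log2 fold changes of -1.01 and -2.70. In patient 3 all 4 lists fell, the monocyte list by 1.04 and the T cell list by 4.08, and in patient 4 all 4 rose, which goes with a change in the share of carried-over mononuclear cells in these patients. With the smallest of these changes at 1.04 in size, and the patients picked for the pattern, this and a change in expression cannot be told apart. The NK cell median lay 1.26 above the T cell median, and above it in 5 of 5 patients. In patients 1 and 2 the NK cell list rose while the T cell list fell, and in patients 3, 4 and 5 the 2 lists moved together, so a loss of lymphocytes alone stays open. CD163 is on both the monocyte and the glucocorticoid-induced list, and without the genes on that list the monocyte median was 0.55. The T, B and NK cell lists moved most in patient 3. The platelet list was at -0.46 (camera adjusted p = 0.0537). The medians of the T and B cell lists lay below all 10000 random lists, and those of the NK cell, monocyte and platelet lists above 71.4%, 99.98% and 3.82% of them. Among the genes with the highest mean log2 CPM, log2 fold changes were -0.19 for CCR7 and -1.27 for LCK (T cell), -1.16 for IGHM and -0.33 for IGKC (B cell), 0.22 for NKG7 and 0.06 for GNLY (NK cell), 1.07 for CD14 and 2.21 for VCAN (monocyte), and -0.39 for PPBP and 3.36 for THBS1 (platelet). Of these THBS1 was a DEG, as were MAL at -1.79 (T cell) and CX3CR1 at -1.84 (NK cell).

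The red cell list fell by 0.625 in the median. Members other than globin genes had a median of -0.51, with 24 of 27 lower, and globin genes a median of -0.965, and both moved the same way in 4 of 5 patients. Fewer carried-over red cell precursors may explain it, but with 3 of 5 patients lower this and chance cannot be told apart.

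The immature neutrophil granule list had a median of 0.058 over 24 genes, 13 higher and 11 lower. The azurophil granule genes had a median of 0.06 and the specific granule genes -0.08. Release of immature neutrophils cannot be told apart from no release by a median of 0.058 over members that go both ways. Its median lay above 44.8% of random lists. ARG1 and LTF, its members with the highest mean log2 CPM, had log2 fold changes of 3.39, a DEG, and 0.58, not a DEG. Another member, not named here, had a higher mean CPM and fell in 4 of 5 patients, with a log2 fold change of -0.96, and was not a DEG.

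The libraries of patient 3 were 182 apart, more than the mean between patients. The first test asked whether another pairing fits better. Of 96 pairings that separate this pair, 2 had a smaller mean distance than the labelled pairing, the smallest being 111.8 against 122. The closest crossed patients 3 and 4 and kept 3 pairs. A mislabelled sample is therefore left open by this test. A second test was chosen after this result and after genes that differ strongly between donors had been looked at. That look favoured the labels, was not a test, and its genes are not reported here. The count columns of patient 4 carry other numbers than the order of the files gives. It compared the crossed with the labelled pairs of patients 3 and 4 over genes that part the other 3 patients, in 15 settings of the gene selection. A single setting, with 200 genes, was run first and had the labelled pairs closer, by 3.7, before the other settings were added. The labelled pairs were closer in 13 of the 15, and the difference ranged from -1.64 to 14.3. For the 9 other pairs of patients the labelled libraries were closer in all 135 comparisons. A swap and the labels as given cannot be told apart for patients 3 and 4, because the sign depends on the setting. Without patient 3 there were 496 DEGs, and without patient 4 there were 457.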
